# The Nox2 NADPH oxidase regulates neutrophilic inflammation in the oral cavity

**DOI:** 10.1016/j.mucimm.2026.04.002

**Published:** 2026-04-08

**Authors:** Shunying Jin, Richa Singhal, Jianzhu Luo, Yasmine H. Higgins, Kelley N. Cooper, Marina Terekhova, Katherine A. Carey, Audrey F. Duff, Maxim N. Artyomov, Venkatakrishna R. Jala, Rachel A. Idol, Michael T. Bailey, Mary C. Dinauer, Richard J. Lamont, Juhi Bagaitkar

## Abstract

The leukocyte NADPH oxidase 2 (Nox2) is an important regulator of inflammatory responses, independent of its antimicrobial activity. Inactivating mutations in NOX2 cause chronic granulomatous disease (CGD), a severe immunodeficiency associated with recurrent infections and dysregulated neutrophilic inflammation. Recurrent oral ulcers, stomatitis, gingivitis, and other inflammatory issues affecting the oral mucosa have been observed in patients with CGD; however, the underlying mechanisms are not known. Here, we present evidence that the extensive inflammatory destruction of oral mucosal tissues observed in Nox2-deficient or *Cybb*^*KO*^ mice was not caused by impaired antimicrobial surveillance against oral pathobionts but instead resulted from a cell-intrinsic dysregulation of neutrophil inflammatory responses. Transcriptional and cellular profiling of oral tissues isolated from wild-type and *Cybb*^*KO*^ mice showed a dominant neutrophil signature, which was accompanied by a significant upregulation of several bone-resorbing, tissue-degrading inflammatory cytokines and a reduced expression of nuclear factor erythroid 2-related factor 2 (Nrf2) regulated genes. Mechanistically, hyperinflammatory responses were mitigated by restoring Nrf2 transcriptional activity using a synthetic agonist. Thus, our studies show that the Nox2 oxidase and derivative reactive oxygen species are crucial for balanced neutrophil recruitment and cell-intrinsic regulation of their inflammatory responses within oral tissues in an Nrf2-dependent manner.

## Introduction

The leukocyte NADPH oxidase 2 (Nox2) is a multi-subunit enzyme complex predominantly expressed in phagocytes. The activation and assembly of the Nox2 complex on plasma or phagosomal membranes generates superoxide $\left({\text{O}}_{2}^{-}\right)$, a precursor to antimicrobial reactive oxygen species (ROS) that have critical immunoregulatory roles. Inactivating mutations in the Nox2 oxidase subunit genes are associated with chronic granulomatous disease (CGD), a severe immunodeficiency characterized by life-threatening infections and an excessive inflammatory response^1,2^. Dysregulated inflammatory responses are a significant aspect of CGD pathology, and patients frequently present with sterile granulomatous inflammation in the lungs, gastrointestinal tract, and mucocutaneous skin lesions. Interestingly, patients with CGD are also prone to oral inflammation, characterized by stomatitis, recurrent oral ulceration affecting the cheeks, lips, and floor of the mouth^3–5^, and gingival inflammation^6^. Despite the prevalence of oral mucosal inflammation in patients with CGD, insights into the underlying mechanisms are lacking.

Nox2 is highly expressed in neutrophils, a cell type highly abundant in oral mucosal tissues. Neutrophils are actively and continuously recruited into the oral cavity, a hostile environment rich in diverse activating stimuli including bacterial and fungal ligands, food antigens, allergens, and ongoing tissue damage due to mastication. Within the gingival tissues, neutrophils limit microbial numbers and barrier breaches by phagocytosing bacteria, degranulating, and forming neutrophil extracellular traps (NETs), thereby playing an important role in antimicrobial surveillance. Their presence is also essential for wound healing and immune homeostasis upon efferocytic clearance^7,8^. However, the cell-intrinsic mechanisms that restrain neutrophil effector responses in the oral cavity to prevent tissue damage via excessive activation under homeostatic conditions remain unknown. A substantial body of literature provides compelling evidence that Nox2-derived ROS, independent of their antimicrobial role, play a vital role in modulating neutrophil inflammatory potential within tissues^9^. Interestingly, neutrophils lacking Nox2 exhibit a primed or activated phenotype with enhanced azurophilic granule exocytosis, coupled with excessive release of tissue-degrading proteases^10^. The absence of Nox2 activity was also associated with elevated calcium entry in neutrophils and increased levels of the inflammatory lipid mediator leukotriene B4^11,12^. Other studies demonstrate that excessive activation of the transcription factor NF-κB (Nuclear factor-kappa B) led to overproduction of many pro-inflammatory cytokines and higher inflammasome activity^13,14^ that correlated with increased IL-1 production in neutrophils and monocytic cells^15–17^. Furthermore, we previously showed that Nox2 deficiency was also linked to the excessive mobilization of neutrophils from bone marrow pools, resulting in their increased accumulation within the inflamed tissues of Cybb/Nox2 knockout (*Cybb*^*KO*^) mice, resulting in a significant delay in resolving the inflammatory response^16–20^. Thus, Nox2 and derivative ROS have been unequivocally linked with the regulation of neutrophil inflammatory responses.

Here, we examined whether Nox2 and its derivative ROS control inflammatory responses at the oral mucosa, a barrier surface heavily populated by microbes. Our mechanistic studies in mouse models show significant damaging inflammation in *Cybb*^*KO*^ mice characterized by erosion of oral soft tissues and the recession of alveolar bone, primarily driven by the overabundant recruitment of neutrophils into oral tissues and their hyperactivation. Interestingly, despite the presence of a dysbiotic microbial community, we found no signs of sepsis or systemic dissemination of periodontal pathobionts. The absence of Nox2 led to a profound failure in the activation of nuclear factor erythroid 2-related factor 2 (Nrf2), an essential redox-sensitive transcription factor that also represses inflammatory response. Thus, our findings highlight a previously uncharacterized role for Nox2 in cell-intrinsic regulation of neutrophil responses within oral tissue, an environment replete with varied activating stimuli.

## Methods

### Mice:

We purchased C57BL/6J wild-type (WT) mice from the Jackson Laboratory. Dr. Mary Dinauer provided Cybb/Nox2 knockout (*Cybb*^*KO*^) mice^21^ and conditional knockout mice lacking Nox2 activity in neutrophils (*Cybb*^f/f^ *Ncf2*^f/f^)^22^. Dr. Krishna Jala provided Nrf2 knockout (*Nfe2l2*^*−/−*^) mice. Both male and female mice, aged 6–10 weeks, were used for all studies to account for sex as a biological variable. The Institutional Animal Care and Use Committees (IACUC) at the University of Louisville and the Abigail Wexner Research Institute at Nationwide Children’s Hospital approved all experiments.

### Ligature model of oral inflammation:

Gingival inflammation was induced by placing a 5–0 silk ligature around the second maxillary molar of mice^23^. After 8 days, the mice were euthanized, and the gingival tissues surrounding the ligatures were isolated and either flash-frozen for RNA extraction or enzymatically digested for flow cytometry^24^. Mouse heads were fixed in 10% formalin and scanned using micro-computed tomography (μCT). Average bone loss was measured by taking linear measurements (in millimeters) from the cementoenamel junction (CEJ) to the alveolar bone crest (ABC) in the interdental regions between the first and second molars (M1-M2) or the second and third molars (M2-M2′) (Fig. S1A–B) and represented as CEJ-ABC length, as previously described by Park et al.^25^ In specific experiments, mice received 25 mg/kg sulforaphane (SFN) intraperitoneally (i.p.) once daily for 7 days after ligature placement^26^. For experiments related to microbiome analysis, female WT and *Cybb*^*KO*^ mice were co-housed for a month prior to ligature placement.

### Bacteria:

*Porphyromonas gingivalis* 33,277 was cultured anaerobically in enriched trypticase soy broth (eTSB) supplemented with hemin (5 μg/mL), menadione (1 μg/mL), and 1 mg/mL yeast extract. *Fusobacterium nucleatum* 25,866 was cultured anaerobically in brain–heart infusion broth (BHI) with yeast extract (1 mg/mL), hemin (5 μg/mL), and menadione (1 μg/mL). *Filifactor alocis* was cultured anaerobically in BHI with yeast extract (1 mg/mL), hemin (5 μg/mL), menadione (1 μg/mL), cysteine (0.05%), and arginine (0.05%). All strains were grown at 37 °C with 85% N_2_, 10% H_2,_ and 5% CO_2_. Ligatures were isolated from WT and *Cybb*^KO^ mice, placed in 1 mL of sterile phosphate-buffered saline (PBS), and vortexed to dissociate ligature-associated bacteria. Suspension (0.5 mL) was added to two tubes containing 10 mL of eTSB to cultivate ligature-associated bacteria and then incubated either aerobically or anaerobically overnight. The next day, 10^7^ CFU of aerobically and 10^7^ CFU anaerobically cultured bacteria were combined in PBS and injected into mice i.p.

### Bacterial peritonitis:

Mice were challenged with either 10^7^ colony-forming units (CFUs) of *P. gingivalis* 33,277 or 10^7^ CFU of ligature-associated oral bacteria (i.p.) and euthanized after 4 h. Peritoneal cavities were lavaged with 4 ml sterile PBS + 2 mM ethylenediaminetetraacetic acid (EDTA). Lavage fluid (50 μL) was plated on trypticase soy broth (TSB) blood agar plates to estimate bacterial CFUs (in vivo survival). Separately, lavage fluid was analyzed for inflammatory cytokines by 32-plex cytokine arrays, and leukocyte differentials were determined by flow cytometry.

### Degranulation assays:

Degranulation of mouse bone marrow neutrophils (BMNs) was measured by assessing the mobilization of granule markers to the plasma membrane by flow cytometry. BMNs were challenged with various bacteria at a multiplicity of infection of 1:10 and 1:100 (cell: bacteria) at the indicated time points. At each time point, cells were washed twice with 3 mL of ice-cold flow buffer (1% bovine serum albumin, 2 mM EDTA in PBS). For flow staining, cells were resuspended in 50 μL of 2.4 G2 supernatants to block Fc receptors for 10 min at room temperature and then stained with the fluorochrome-conjugate anti-mouse Ly6G-V450, CD63-PE, and CD35-BV605 antibodies for 1 h on ice. Data were collected on FACS Celesta (BD Biosciences) and analyzed with FlowJo V10.

### Data availability:

RNA sequencing data have been submitted to the Gene Expression Omnibus database under Accession No. GSE184556. The metagenomic data are in SRA PRJNA1235937.

### Statistical analysis:

GraphPad Prism, Version 9.3.1, was used for all statistical analyses. A detailed description of the specific statistical test used for data analysis, as well as post-hoc correction, is provided in the legend of each figure.

**Please see Supplemental Materials for additional methods.

## Results

### Nox2 deficiency enhances neutrophil recruitment and inflammatory damage in oral tissues

To reproducibly model oral inflammation in mice, we used the well-characterized ligature-induced periodontitis (LIP)^23^. In this model, ligature placement around the second maxillary molar leads to microbial accumulation, immune cell infiltration, and localized bone resorption (Fig. 1A). We observed a significantly higher mobilization of neutrophils into the blood within 24 h of ligature placement in Nox2/Cybb knockout (*Cybb*^KO^) mice^21^, which tracked with significantly higher neutrophil accrual in the gingival tissues compared to WT mice (Fig. 1 B–F). To determine the underlying mediator driving neutrophil mobilization, we performed a multiplexed 32-cytokine array on mouse sera collected post-ligature placement. Our data show an early spike in factors linked with neutrophil mobilization, such as granulocyte colony-stimulating factor and CXCL1 (KC)^27^ that remained high until Day 8 in the blood of *Cybb*^KO^ mice, but not WT mice (Fig. 1G–H). This was consistent with our previous observations in models/tissues, such as sterile peritonitis^16^ or zymosan-induced lung injury^17^, where the absence of Nox2 activity was associated with an unbalanced neutrophil response to experimentally induced inflammation.

Excessive neutrophil recruitment and their prolonged activation have been shown to contribute significantly to localized inflammatory bone loss in the oral cavity^28^. Dysregulated neutrophil responses not only lead to soft tissue ulceration but have been shown to be associated with inflammatory bone recession in mice^23,29^ and in patients with neutrophil-related immunodeficiencies^30^. In the LIP model, μCT analysis of mouse skulls on Day 8 demonstrated pathological resorption of alveolar bone around the ligated molars, which was significantly more severe in *Cybb*^KO^ mice (Fig. 1I–K). Average bone loss was measured by taking linear measurements (in millimeters) from the CEJ to the ABC in the interdental regions around the ligature, between the first and second molars (M1-M2) and the second and third molars (M2-M2′) as illustrated and quantified in Fig. S1 A–B.

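RNA from gingival tissue was sequenced in 12 libraries, with 3 each from ligated WT, ligated CybbKO, naive WT and naive CybbKO mice. CybbKO mice have a disrupted Cybb, the gene for a subunit of Nox2. Ligated tissue was taken 8 days after ligature placement. The sample labels place the ligature at the right maxillary molar and the legend of Fig. 1 at the left one, and the labels and the methods also give different ages for the mice. Libraries were made with a stranded mRNA kit and sequenced on an Illumina NextSeq. The methods name paired-end sequencing, and then an alignment of single-end reads to GRCm38 with STAR. The authors deposited the number of reads counted on each gene, without normalization. The methods name featureCounts for the counting, while the deposited table is named after htseq, so the counting tool is not settled here. The table held 21965 genes by Ensembl identifier, and 21939 of them were matched to GENCODE mouse release M21 on GRCm38. Between 27958819 and 42613423 reads per library were counted on genes. The median was 36391854 in ligated WT, 37830965 in ligated CybbKO, 33127280 in naive WT and 36358822 in naive CybbKO libraries. Genes were compared with edgeR's quasi-likelihood F test in a joint fit of all 12 libraries, with TMM normalization and Benjamini-Hochberg adjustment over the 15046 genes left by its filter on low counts. CPM values are edgeR's library-scaled counts with TMM normalization, and n counts libraries. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1.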

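Cybb (ENSMUSG00000015340) lies on the minus strand of chromosome X of GRCm38, from 9435252 to 9487771. It had 5.06 ± 0.758 CPM (SD, n = 3) in naive WT and 47.9 ± 7.56 CPM (SD, n = 3) in naive libraries labelled CybbKO. In ligated tissue it had 12.1 ± 3.43 CPM (SD, n = 3) in WT and 57.0 ± 6.31 CPM (SD, n = 3) in the libraries labelled CybbKO. The targeted gene was thus higher in every library labelled CybbKO than in every WT library, against the direction a loss of the transcript would give. A count over the whole gene does not show whether the disrupted part was transcribed, and it does not check the labels in the way a lost transcript would. Every difference from WT is therefore one of the libraries labelled CybbKO.

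**Figure D1:**
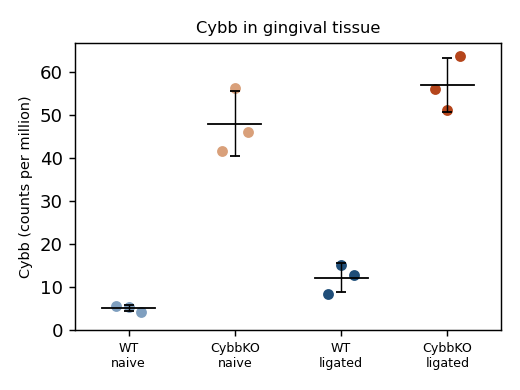
Cybb in CPM (TMM-normalized) on the vertical axis, in the 4 groups of 3 libraries. Dots are libraries, long lines are means and bars are the SD; the 6 libraries labelled CybbKO sit between 41.6 and 63.7, all above the 6 WT libraries, which sit between 4.19 and 15.2.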

To further delve into the underlying dysregulated molecular pathways, we performed RNA-seq of the gingival tissues. Volcano plots compared the variation in differentially expressed genes (DEGs) in ligated inflamed gingival tissues (Fig. 2A) and in unligated naïve gingival tissues from WT and *Cybb*^*KO*^ mice (Fig. S1C). 

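In naive tissue, the edgeR test called 1 of 15046 genes between the libraries labelled CybbKO and WT, and 306 genes had an unadjusted p under 0.05. The called gene was Cybb, with a log2 fold change of 3.24 (standard error 0.23, adjusted p = 0.000128 from edgeR's quasi-likelihood test). It was called under each of the 16 settings tried. DESeq2 on the same 12 libraries called 2 genes, Cybb and Ankk1, and 429 had an unadjusted p under 0.05. Ankk1 (ENSMUSG00000032257; chromosome 9, 49415194 to 49427021 of GRCm38) had 4.83 ± 0.979 CPM (SD, n = 3) in naive WT and 11.4 ± 1.03 CPM (SD, n = 3) in naive libraries labelled CybbKO. Its log2 fold change was 1.23 (standard error 0.20), with an adjusted p of 0.381 from edgeR and 4.57e-05 from DESeq2. With each naive library left out in turn, it stayed between 1.08 and 1.35. The setting that moved the count most was DESeq2 fitted to the 6 naive libraries alone, which was chosen after seeing the data and called 11 genes, 7 higher and 4 lower in the libraries labelled CybbKO. Of the 15 genes named in the paper's text, 7 were higher and 8 lower in the naive libraries labelled CybbKO, and 1 of them, Cybb, was called, also when adjusted over the list alone.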

Interestingly, no significant changes were noted in gene expression in the oral tissues of naïve WT vs. *Cybb*^*KO*^ mice (Fig. S1C). Furthermore, we did not observe any spontaneous bone loss in the unligated/naive *Cybb*^*KO*^ mice, indicating that ROS deficiency does not predispose to spontaneous infections from naturally occurring oral bacteria in mice (Fig. 1I–K). In contrast, the gingival tissues of ligated/inflamed mice exhibited inflammatory gene signatures with many more DEGs and a stronger inflammatory response in Nox2-deficient animals (Fig. 2A). 

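In ligated tissue, the edgeR test called 1 of 15046 genes between the libraries labelled CybbKO and WT, and 503 had an unadjusted p under 0.05. This gene was again Cybb, with a log2 fold change of 2.23 (standard error 0.22, adjusted p = 0.00420), which is also past the 2-fold line drawn in Fig. 2A. No gene was called without WT ligated replicate 3 (adjusted p = 0.0540 for Cybb, in a range over its settings of 4.24e-19 to 0.233), and 2 were called without CybbKO ligated replicate 1, Cybb and Stx8. Stx8 was chosen for naming after its values were seen. DESeq2 on the same 12 libraries called 18 genes, 16 higher and 2 lower in the libraries labelled CybbKO, of which 17 changed over 2-fold, and 578 had an unadjusted p under 0.05. The setting that moved the count most was DESeq2 fitted to the 6 ligated libraries alone, which was chosen after seeing the data and called 75 genes, 71 higher and 4 lower.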

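Fig. 2A labels 12 genes, which the study chose on these same libraries. All 12 had libraries that did not overlap between the genotypes, where chance gives 10% of genes, and all 12 were called by DESeq2 and when adjusted over the list alone, which is not independent evidence. Their log2 fold changes ran from -0.99 to 4.22, with 11 higher and 1 lower in the libraries labelled CybbKO. Serpina3n (ENSMUSG00000021091; chromosome 12, 104406729 to 104414329 of GRCm38) had 11.1 ± 6.01 CPM (SD, n = 3) in ligated WT and 44.6 ± 4.25 CPM (SD, n = 3) in ligated libraries labelled CybbKO. Its log2 fold change was 2.01 (standard error 0.35), with an adjusted p of 0.644 from edgeR and 5.47e-05 from DESeq2. It belongs to a multigene family with near-identical members, between which the authors' counting could have split reads, as does Serpina3f. Serpina3f, also a label, had a log2 fold change of 3.09 (standard error 0.70, adjusted p = 0.996 from edgeR, 0.0213 from DESeq2). Saa1 (ENSMUSG00000074115; chromosome 7, 46740497 to 46742980), also of a multigene family, had a log2 fold change of 4.22 (standard error 0.87, adjusted p = 0.996 from edgeR, 0.000837 from DESeq2). Its CPM in the ligated libraries labelled CybbKO were 1.57, 0.829 and 9.77, and its log2 fold change without replicate 3 of these was 2.46. Fam81a (ENSMUSG00000032224; chromosome 9, 70088511 to 70142560) was the label that was lower, with 4.36 ± 0.226 CPM (SD, n = 3) in WT and 2.19 ± 0.311 CPM (SD, n = 3) in libraries labelled CybbKO (log2 fold change -0.99, standard error 0.22, adjusted p = 0.996 from edgeR, 0.0213 from DESeq2). Among the genes called by DESeq2 outside these labels, 9430007A20Rik had 149 counts in WT ligated replicate 1 and 0 in the other 5 ligated libraries, so its call rests on that library; it too was chosen after its values were seen.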

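A test of whether the genotype difference changed with the ligature called 0 of 15046 genes in edgeR, with 342 at an unadjusted p under 0.05, and 0 in DESeq2, with 447. EdgeR's unadjusted count ran from 177 without WT ligated replicate 1 to 986 without CybbKO ligated replicate 2. Without WT naive replicate 2, edgeR called 1 gene, Gm5678, likewise named after its values were seen. After these gene signatures and the other measurements of Fig. 2, and citing Fig. 2G and Fig. 2H, the paper takes its data as a sign that a lack of Nox2 worsens inflammation at the oral mucosa through altered recruitment, activation or both of neutrophils.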

We performed gene-set enrichment analysis in the order of decreasing log2 fold change in a ranked list of all genes. 

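Gene sets were tested on the log2 fold changes between ligated libraries labelled CybbKO and WT with fgsea, on the 702 mouse Reactome sets of 15 to 500 genes shipped with it. This release holds no set named neutrophil degranulation, so neutrophil genes were tested as lists written before the counts were seen. Of the 702 sets, fgsea called 40 at an adjusted p under 0.05, 39 higher and 1 lower in the libraries labelled CybbKO. The setting that moved this count upward most, a filter of at least 10 counts in every library, gave 118 sets, 99 higher and 19 lower, and without CybbKO ligated replicate 2 it was 61, 39 higher and 22 lower. Ranked by the signed root of F it was 103, 67 higher and 36 lower. fgsea permutes genes, which are not replicates. limma's camera, with a preset correlation of 0.01 between genes, called 64 sets, 50 higher and 14 lower, and fry, which estimates the correlation from the libraries, called 0, with 34 sets at an unadjusted p under 0.05, so no call of either test held under fry. Signaling by Interleukins had a normalized enrichment score of 1.68 (adjusted p = 0.00577 from fgsea) and 66 of its 100 genes were higher. Its adjusted p was 0.000548 from camera and 0.865 from fry. The set with the smallest p was Cytokine Signaling in Immune system, with a score of 2.09 (adjusted p = 4.05e-15 from fgsea), followed by Innate Immune System at 1.81 (1.65e-13). Organelle biogenesis and maintenance was the set called lower, at -1.47 (adjusted p = 0.0155).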

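Camera called 9 of 20 gene lists, 7 higher and 2 lower in the libraries labelled CybbKO. Under fry, 0 lists were called and 3 had an unadjusted p under 0.05. The list of 19 neutrophil granule genes had a mean log2 fold change of 0.90 (camera adjusted p = 2.98e-11, fry adjusted p = 0.144). Ltf, an abundant member, was lower, at 287 ± 185 CPM (SD, n = 3) against 382 ± 180 CPM (SD, n = 3) in WT. The list of 20 neutrophil identity genes had a mean of 1.39 (camera adjusted p = 1.52e-26, fry adjusted p = 0.0803). The monocyte and macrophage list had a mean of 0.61 over 14 genes (camera adjusted p = 3.18e-12, fry adjusted p = 0.0803). T and NK cell genes averaged 0.54 (camera adjusted p = 0.000742, fry 0.702) and endothelial genes 0.19 (camera adjusted p = 0.0358, fry 0.834). The T and NK cell list was at 0.35 and not called without WT ligated replicate 2, and at 0.82 without WT ligated replicate 3. With 1 ligated library left out, camera called the endothelium list only without WT ligated replicate 3 (0.37) or CybbKO ligated replicate 2 (0.28). It was not called without WT ligated replicate 1 (0.06), WT ligated replicate 2 (0.14), CybbKO ligated replicate 1 (0.11) or CybbKO ligated replicate 3 (0.15). The 2 lists called lower were nuclear-encoded oxidative phosphorylation genes, with a mean of -0.07 (camera adjusted p = 0.00243, fry 0.847), and mitochondrial ribosome genes, at -0.05 (camera adjusted p = 0.00378, fry 0.834). Without WT ligated replicate 3 they averaged 0.05 and 0.01 and without CybbKO ligated replicate 3 0.01 and -0.01, and neither was called; the oxidative phosphorylation list was also not called without CybbKO ligated replicate 1 (-0.03). They averaged -0.17 and -0.09 without WT ligated replicate 2 and -0.22 and -0.09 without CybbKO ligated replicate 2, and the mitochondrial ribosome list averaged -0.07 without WT ligated replicate 1. Without CybbKO ligated replicate 3, 5 lists were called.

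**Figure D2:**
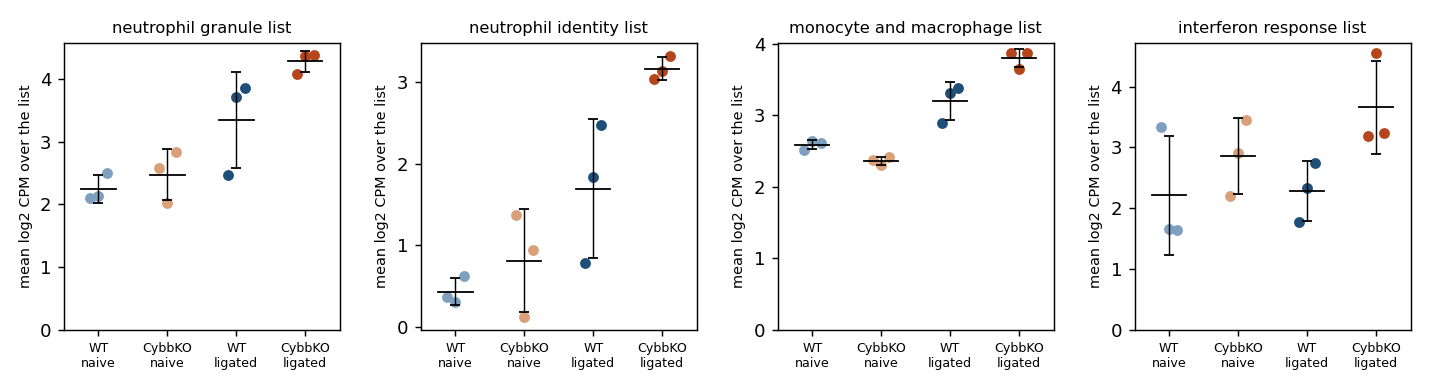
Mean log2 CPM over the genes of 4 lists (vertical axes), in the 4 groups of 3 libraries. Dots are libraries, long lines are means and bars are the SD; ligated libraries labelled CybbKO have the highest mean in each panel, and the neutrophil lists spread most among ligated WT libraries.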

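The heatmaps of Fig. 2C and Fig. 2D show genes that the study chose on these libraries, read here by eye, so their tallies are not independent evidence. Of the 66 names read from Fig. 2C, 63 were tested, and all 63 were higher in the libraries labelled CybbKO, 30 of them over 2-fold. Their libraries did not overlap between the genotypes for 42, where chance gives 10%. Over the list alone 58 were called, and over all genes edgeR called 1, Cybb, and DESeq2 called 3. All 53 genes of Fig. 2D were higher, 19 over 2-fold, and 37 did not overlap. Over the list alone 47 were called, and 0 over all genes by edgeR, where 50 had an unadjusted p under 0.05 and DESeq2 called 1.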

Gene ontology (GO) analysis indicated that the most significantly enriched terms *(according to q values or NES)* were ‘neutrophil degranulation’ and ‘signaling by interleukins’ (Fig. 2 B–D). The top ten enriched pathways are presented in Fig. 2B.

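The Reactome set Interferon Signaling had a normalized enrichment score of 2.12 (adjusted p = 3.33e-10 from fgsea) between ligated libraries labelled CybbKO and WT. Of its 105 genes 81 were higher, and the mean log2 fold change was 0.46. A separate list of 25 interferon response genes averaged 1.47 (camera adjusted p = 3.82e-20, fry adjusted p = 0.283). Without CybbKO ligated replicate 2 this average was 0.85, the lowest with any ligated library left out. Signaling by GPCR had a score of 1.74 (adjusted p = 1.50e-08) with 239 of 362 genes higher, and GPCR ligand binding a score of 1.90 (adjusted p = 2.85e-08). Extracellular matrix organization had a score of 1.64 (adjusted p = 0.000386) with 160 of 215 genes higher, and it was not called without CybbKO ligated replicate 1, at a score of 1.26, or without WT ligated replicate 1, at 1.45. Fry gave adjusted p-values of 0.631 for interferon, 0.895 for both GPCR sets and 0.923 for extracellular matrix. In the direction of WT, Fig. 2E shows The citric acid TCA cycle and respiratory electron transport, which had a score of -1.52 (adjusted p = 0.256 from fgsea, 0.00774 from camera). Its score was 0.80 without WT ligated replicate 3. In naive tissue the same set had a score of 2.09 (adjusted p = 1.62e-05), extracellular matrix -1.80 (adjusted p = 0.000118) and interferon 1.86 (adjusted p = 0.00114). Without CybbKO naive replicate 3 the first fell to 1.03 (adjusted p = 1.00), and interferon was not called without CybbKO naive replicate 3 (adjusted p = 0.712), WT naive replicate 2 (0.607) or WT naive replicate 3 (0.323), its score falling by over 0.3 each time. Fgsea called 92 sets in naive tissue, 10 without WT naive replicate 3, 13 without CybbKO naive replicate 3 and 49 without WT naive replicate 2. Camera called 86 and fry 0, with 4 at an unadjusted p under 0.05.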

We also conducted a gene set enrichment analysis (GSEA) and observed that pathways for interferon signaling, G-protein-coupled receptor (GPCR) signaling, and extracellular matrix organization were positively correlated, further corroborating our findings (Fig. 2E). Neutrophils have been previously implicated in actively contributing to inflammatory bone loss through cell-intrinsic expression of several bone-resorptive ligands and produce factors such as IL-17 that bolster the recruitment and activity of other osteoclastogenesis-driving immune cells^28^. Several inflammatory cytokines, such as IL-1, IL-6, and TNF family members, are directly linked with osteoclastogenesis by stimulating the production of bone resorptive factors, including receptor activator of NF-κB (RANK) and its ligand (RANK-L/Tnfsf11)^31^. Quantitative polymerase chain reaction (qPCR) analysis confirmed significantly higher expression of osteoclast-activating cytokines *Il-1b, Il-6, and Tnfsf-11* (RANK-L) in LIP gingival tissues in *Cybb*^*KO*^, concordant with the RNA-seq data (Fig. 2F). 

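In the RNA-seq of ligated tissue, Il1b (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139 of GRCm38) had 55.0 ± 38.9 CPM (SD, n = 3) in WT and 149 ± 44.5 CPM (SD, n = 3) in libraries labelled CybbKO. Every library labelled CybbKO was above every WT library (exact permutation test, two-sided, p = 0.1). Its log2 fold change was 1.44 (standard error 0.50, unadjusted p = 0.0145, adjusted p = 1.00 over all genes) in edgeR, and the adjusted p from DESeq2 was 0.336. Il6 (ENSMUSG00000025746; chromosome 5, 30013114 to 30019981) had 0.639 ± 0.797 CPM (SD, n = 3) in WT and 2.63 ± 1.95 CPM (SD, n = 3) in libraries labelled CybbKO. The log2 fold change of Il6 was 2.04 (standard error 0.92, unadjusted p = 0.0465), and replicate 2 of the libraries labelled CybbKO, at 0.401 CPM, lay below WT replicate 3, at 1.56 CPM. Tnfsf11 (ENSMUSG00000022015; chromosome 14, 78277445 to 78308043) had 0.821, 0.707 and 4.75 CPM in the WT libraries (mean 2.09) and 6.16 ± 5.09 CPM (SD, n = 3) in libraries labelled CybbKO. Its log2 fold change was 1.56 (standard error 0.89, unadjusted p = 0.104), and the library with the lowest value of all 6, 0.455 CPM, was CybbKO replicate 2. When adjusted over the list alone, the 15 genes named in the paper's text, the adjusted p was 0.109 for Il1b, 0.174 for Il6 and 0.312 for Tnfsf11. None of these 3 genes was called under any setting tried by edgeR or DESeq2. Without WT ligated replicate 3 or CybbKO ligated replicate 2 the differences grew, and with each library left out in turn the log2 fold change ran from 1.07 to 2.17 for Il1b, 1.54 to 3.85 for Il6 and 0.98 to 3.01 for Tnfsf11. The lowest value was without WT ligated replicate 1 for Il1b and Il6, and without CybbKO ligated replicate 3 for Tnfsf11. Of the 15 genes, 13 were higher in the libraries labelled CybbKO.

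**Figure D3:**
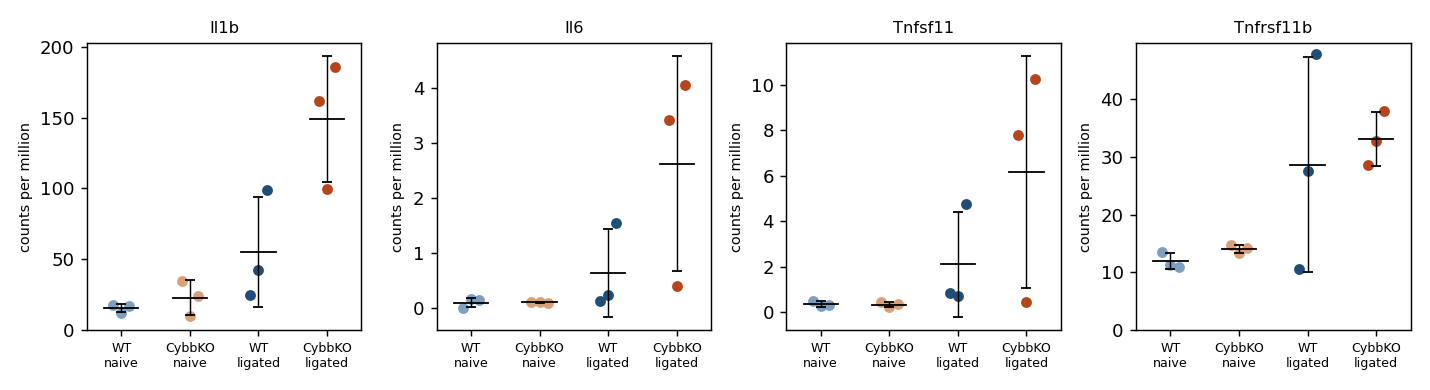
Il1b, Il6, Tnfsf11 and Tnfrsf11b in CPM (TMM-normalized, vertical axes), in the 4 groups of 3 libraries. Dots are libraries, long lines are means and bars are the SD; for Il6 and Tnfsf11, 1 of the 3 ligated libraries labelled CybbKO lies within or below the range of the ligated WT libraries, at 0.401 and 0.455.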

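Tnfrsf11b (ENSMUSG00000063727; chromosome 15, 54250619 to 54278484 of GRCm38) had 28.7 ± 18.6 CPM (SD, n = 3) in ligated WT and 33.1 ± 4.65 CPM (SD, n = 3) in ligated libraries labelled CybbKO. Its log2 fold change was 0.21 (standard error 0.38, unadjusted p = 0.591 from edgeR's quasi-likelihood test), a difference smaller than the spread between the WT libraries. It was -0.21 without WT ligated replicate 1 and 0.79 without WT ligated replicate 3. Tnfrsf11a, the gene for RANK, had a log2 fold change of 0.53 (adjusted p = 0.450 when adjusted over the list alone). With each library left out it ran from 0.27 to 0.83.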

Osteoprotegerin (Tnfrsf11b), which acts as a decoy ligand for RANK receptors and moderates their osteoclastic potential, was not differentially expressed between WT and *Cybb*^KO^ mice. Finally, conditionally deleting Nox2 function, specifically in neutrophils, was sufficient to drive excessive alveolar bone recession compared to littermate controls. Thus, our data indicate that the absence of Nox2 aggravates inflammatory responses at the oral mucosal barrier by dysregulating neutrophil recruitment and/or activation (Fig. 2G–H).

### Microbial dysbiosis in Cybb^KO^ mice was not associated with systemic infections

Nox2 activation regulates several antimicrobial functions of neutrophils, such as the phagosomal oxidative burst, degranulation, and the formation of neutrophil extracellular traps (NETs)^9^. We investigated whether inadequate immunosurveillance and weakened antimicrobial defense against oral bacteria drove the inflammatory burden in *Cybb*^KO^ oral tissues. The LIP model allows for profiling bacterial biofilms that accumulate around the ligatures to assess species diversity and their collective pathogenic or ‘inflammophilic’ potential in oral tissues^32^. 16S rRNA sequencing of ligature-associated co-housed WT and *Cybb*^*KO*^ mice revealed that the alpha diversity Shannon Index, which measures species richness and evenness within individual samples, did not differ significantly between the groups. However, the beta diversity Jaccard similarity index noted a significant compositional difference between the groups (q-value = 0.001) (Fig. 3A–B).

Taxonomic analysis identified distinctive microbial communities between the groups. We found that the *Cybb*^*KO*^ oral microbiome had increased dominance of the phylum Proteobacteria (typically harboring pathogens) and a concomitant reduction in the phylum Firmicutes (typically harboring beneficial bacteria) compared to WT mice (Fig. 3C). Further taxonomic assessment revealed that within the phylum Proteobacteria, the bacterial family Pasteurellaceae and the genus Aggregatibacter were significantly expanded. At the same time, within Firmicutes, the genera Streptococcus, Enterococcus, Lactobacillus, and Staphylococcus in *Cybb*^*KO*^ mice were significantly reduced (Fig. 3C). To gain further insight into the distinct enrichment profiles between the two groups at the species level, linear discriminant analysis effect size (LEfSe) analyses were performed. An increase in the abundance of Bifidobacterium pseudolongum and other species belonging to Firmicutes distinguished the WT mice from *Cybb*^*KO*^ mice. In contrast, the expansion of Aggregatibacter pneumotropica, Allobaculum, and Pasteurellaceae sp. was a hallmark feature of the microbial communities in the *Cybb*^*KO*^ group (Fig. 3D–F).

Although infections with *Haemophilus* and *Aggregatibacter* have been reported to cause liver abscesses and lymphadenitis in some patients with CGD, these occurrences are relatively rare^33–35^. Typically, patients with CGD are susceptible to life-threatening infections with a narrow spectrum of pathogens. Catalase-positive bacterial pathogens (Staphylococcus aureus, Burkholderia cepacia, Serratia marcescens, Nocardia species) and specific invasive fungal pathogens (*Aspergillus* spp.) cause commonly reported CGD infections^35^. However, recent reports indicate that although rare, specific catalase-negative pathogens such as Chromobacterium violaceum, Francisella philomiragia, and Actinomyces spp can cause significant life-threatening complications in patients with CGD^35^. Thus, we determined whether delayed bacterial clearance contributed to oral inflammation.

Aerobic and anaerobic cultures of blood, draining lymph nodes, lungs, spleen, and liver homogenates from ligated WT and *Cybb*^*KO*^ mice were negative, indicating no evidence of sepsis or bacterial dissemination from the oral cavity. However, given the notable differences in the oral microbiomes of WT and *Cybb*^*KO*^ mice, we used a model of reciprocal microbiome transplant to determine relative virulence. The bacterial peritonitis model allows for quantitatively assessing antimicrobial killing capacity. Of note, the peritoneal cavity is sterile under naive conditions; thus, the introduction of bacteria elicits neutrophil and other inflammatory cell recruitment, allowing the profiling of relative bacterial killing across different strains, which is not possible at mucosal surfaces that are naturally populated with bacteria^36,37^. Pooled aerobic and anaerobic overnight cultures of ligature-associated bacteria from both strains were transplanted directly into the sterile peritoneal cavities of naïve WT and *Cybb*^*KO*^ mice as described in Fig. 4A. While we found no significant differences in relative bacterial clearance, as indicated by similar CFUs across all mice (Fig. 4B), *Cybb*^*KO*^ mice exhibited a more robust inflammatory response characterized by significantly higher neutrophil recruitment irrespective of the type of microbial challenge (Fig. 4C–G). These data indicate that the dysregulated inflammatory responses in *Cybb*^*KO*^ mice are not due to compromised antimicrobial capacity but are perhaps related to over-recruitment and/or hyperactivation of ROS-deficient neutrophils.

### Cybb^KO^ neutrophils exhibited dysregulated inflammatory responses to oral bacteria

The intensity of inflammatory responses in CGD is not always linked to active infection. In vivo challenges with bacterial ligands such as lipopolysaccharide^38^, fungal ligands (zymosan or hyphae)^17,18,39^, or ligands released during pyroptotic/necrotic cell death (ATP, monosodium urate crystals^16^) have all been linked to dysregulated neutrophil recruitment and several-fold higher activation of inflammatory genes compared to WT mice. Thus, we measured neutrophil effector responses to oral bacterial stimulation using the bacterial peritonitis model, which allows quantitative evaluation of multiple inflammatory responses to injected bacteria (Fig. 5A). We focused on *Porphyromonas gingivalis*, a relevant pathogen in human periodontal infections and highly adept at manipulating neutrophil effector responses. Four hours post i.p. challenge with 10^7^ CFU of *P. gingivalis, Cybb*^*KO*^ mice had significantly higher neutrophilic recruitment (Fig. 5C), which correlated with significantly elevated levels of neutrophil-attracting chemokines (CXCL1, CXCL2, and LIX), as well as pro-inflammatory cytokines (IL-1α, IL-1β, TNF, and IL-12p70) in the peritoneal lavage fluid (Fig. 5B). While we observed a significant increase in the monocyte chemoattractant CCL2, peritoneal monocyte numbers at 4 h post-challenge showed no difference (Fig. 5C). Transcriptional profiling of isolated peritoneal exudate neutrophils also suggested an increased presence of pro-inflammatory transcripts, indicating that Nox2-deficient neutrophils actively contribute towards establishing feed-forward inflammatory loops in a cell-intrinsic manner (Fig. S2A–C). Excessive inflammatory activation was also confirmed in purified naive bone marrow neutrophils (BMNs), in which ex vivo challenge with *P. gingivalis*, as well as other periodontal pathogens, led to significantly higher TNF production (Fig. S2D–F). Interestingly, our data demonstrate more efficient clearance of *P. gingivalis* in *Cybb*^*KO*^ peritoneal cavities, indicating that the dysregulated inflammatory response was not correlated with defective bacterial clearance (Fig. 5D). These observations corroborate our findings with the reciprocal oral microbiome challenge (Fig. 4) and are not limited to a single bacterium. In the context of *P. gingivalis*, we have previously established that Nox2 activation is not required for the intracellular killing of *P. gingivalis* by neutrophils^40^.

In addition to generating inflammatory cytokines, neutrophils undergo degranulation, releasing antimicrobial mediators and proteases that can damage tissues. Excessive neutrophil degranulation has been implicated in collateral tissue damage and chronic inflammation^41,42^. Neutrophils from patients with CGD hyper-degranulate in response to inflammatory cytokines and other agonists^10^. Thus, we compared relative degranulation responses of WT and *Cybb*^*KO*^ BMNs to oral periodontal pathogens. As expected, *Cybb*^*KO*^ BMNs exhibited significantly higher mobilization of primary (azurophilic) and tertiary (gelatinase) granules to the surface in response to *P. gingivalis* as well as other gram-negative (*Fusobacterium nucleatum*) and gram-positive (*Filifactor alocis*) periodontal pathogens (Fig. 5E–J). Thus, our data demonstrate that Nox2 deficiency led to broad dysregulation of neutrophil effector functions, resulting in excessive degranulation and pro-inflammatory cytokine production in response to the unbalanced microbiome that developed after ligature placement in mice. Next, we focused on identifying transcription factors driving excessive inflammatory cytokine responses in *Cybb*^*KO*^ mice.

### Neutrophilic oxygen consumption and Nrf2 activation are essential for limiting inflammatory damage at the oral mucosal barrier

At barrier surfaces, Nox2 activation is directly linked to the activation of redox-sensitive transcription factors that counter pro-inflammatory pathways and promote wound healing. For example, in inflamed colonic mucosa, transmigrating neutrophils undergo oxidative burst, inducing “inflammatory hypoxia” and the compensatory activation of hypoxia-induced transcription factor 1 alpha (HIF-1α) in epithelial cells, which then facilitates epithelial restitution^43^. Nox2 activation is also critical for activating another transcription factor, the nuclear factor-erythroid 2-related factor 2 (Nrf2), a master regulator of antioxidant responses. Nuclear translocation of Nrf2 and binding to the antioxidant response element in the promoter regions drive the transcription of multiple antioxidant genes. Independently, Nrf2, upon nuclear translocation, also *trans*-represses inflammatory transcription factors such as NF-κB^13,38^, thereby inhibiting the transcription of IL-6 and IL-1 independent of the ARE binding motif^44^.

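Nfe2l2 (ENSMUSG00000015839; chromosome 2, 75675513 to 75704641 of GRCm38) had 556 ± 106 CPM (SD, n = 3) in ligated WT and 528 ± 8.19 CPM (SD, n = 3) in ligated libraries labelled CybbKO. Its log2 fold change was -0.08 (standard error 0.18, unadjusted p = 0.684 from edgeR's quasi-likelihood test; exact permutation test, two-sided, p = 0.8), smaller than the spread between WT libraries. WT replicate 3, at 435 CPM, lay below all 3 libraries labelled CybbKO. The log2 fold change was 0.00 without WT ligated replicate 1, and as low as -0.23 with another ligated library left out. Hif1a (ENSMUSG00000021109; chromosome 12, 73901375 to 73947530) had 672 ± 98.8 CPM (SD, n = 3) in WT and 778 ± 374 CPM (SD, n = 3) in libraries labelled CybbKO, a log2 fold change of 0.21 (standard error 0.30, unadjusted p = 0.499). The list of 28 HIF-1 target genes had a mean log2 fold change of 0.18, with an adjusted p of 0.000166 from camera and 0.669 from fry. The list's mean was 0.09 without WT ligated replicate 1 and 0.06 without CybbKO ligated replicate 3, not called by camera in either, and 0.32 without WT ligated replicate 3.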

In our RNA-seq data, we did not observe any differences in HIF-1α-regulated pathways, but we observed reduced Nrf2 (*Nfe2l2*) transcript levels in inflamed tissues of *Cybb*^*KO*^ mice (Fig. S3A). We further confirmed the expression *Nfe2l2* as well as Nrf2-regulated antioxidant genes (hemeoxygenase1 (*Hmox1*), NAD(P)H quinone dehydrogenase 1 (*Nqo1*), and Glutamate-cysteine ligase (*Gclc*)) by qPCR, indicating a broad suppression of Nrf2 activity in the oral tissues of *Cybb*^*KO*^ mice (Fig. S3B). Interestingly, our data are consistent with previous reports linking deficient Nrf2 activation in *Cybb*^*KO*^ mouse lungs to excessive NF-κB-driven hyperinflammation and pro-inflammatory cytokine expression. Therefore, we determined whether restoring Nrf2 activity using a synthetic agonist would ameliorate oral inflammation in *Cybb*^*KO*^ mice.

In oral tissues, Nrf2 activation is crucial for protecting against oxidative damage, attenuating osteoclastogenesis, and promoting wound healing through the coordinated upregulation of antioxidant genes, thereby restoring cellular homeostasis^45–47^. Unlike WT and *Cybb*^*KO*^ mice, placing ligatures in Nrf2 knockout mice (*Nfe2l2*^−/−^) resulted in an early and severe inflammatory response, and mice had to be euthanized and removed from the study due to meeting the endpoint or humane criteria (Fig. 6A). These observations confirmed that failing to optimally activate Nrf2 in the oral mucosa could have devastating consequences. We used sulforaphane (SFN)^13,26^, a synthetic agonist for Nrf2, to restore Nrf2 activity and alleviate inflammatory bone loss in *Cybb*^*KO*^ mice. SFN treatment restored the significantly diminished expression of Nrf2 and Nrf2-regulated genes *Hmox1*, *Gclc*, and *Nqo1* (Fig. 6B–E) in the gingival tissues of inflamed *Cybb*^*KO*^ mice and considerably reduced alveolar bone recession to levels seen in WT mice (Fig. 6F–G).

## Discussion

In the oral cavity, neutrophils are essential for immune surveillance, and their efferocytic clearance is critical for activating resolution and anti-inflammatory pathways necessary for maintaining homeostasis and wound healing in oral tissues^48^. Congenital defects compromising neutrophil recruitment, such as those observed in Leukocyte Adhesion Deficiency 1 (LAD-1), severe congenital or cyclical neutropenias caused by neutrophil elastase (ELA2) deficiency, and Chédiak-Higashi syndrome, are all associated with severe periodontitis, often observed early in childhood^30,49,50^. Oral lesions and ulceration are also prevalent in Papillon-Lefèvre syndrome, caused by a deficiency of the lysosomal *exo*-cysteine protease cathepsin C, which is involved in the activation of neutrophil antimicrobial proteins cathepsin G, elastase, and proteinase 3. Neutrophils from patients with Papillon-Lefèvre syndrome have compromised antimicrobial capacity^49,50^. However, in contrast to other neutrophil-related immunodeficiencies, patients with CGD do not have abnormally low neutrophil counts, a compromised granule repertoire, or defects in neutrophil recruitment to peripheral tissues such as the oral mucosa. Thus, the molecular mechanisms underlying oral complications in CGD are distinct from those in other genetic defects that affect neutrophil function.

Oral inflammation, particularly periodontitis, is an infection-driven disease in which microbial virulence factors actively thwart immune clearance and perpetuate inflammation^51,52^. Coupled with the higher incidence of infection in CGD, one would expect that the hyperinflammatory responses in *Cybb*^*KO*^ mice were linked to poor antimicrobial clearance. However, our findings challenge this notion and show that the increased susceptibility of *Cybb*^*KO*^ mice to periodontitis was attributed to dysregulation of the host inflammatory response, specifically to excessive recruitment and overactivation of ROS-deficient neutrophils. Furthermore, Nox2-deficient neutrophils cannot form neutrophil extracellular traps or mount an oxidative burst, thus making them inefficient at trapping and eliminating microbes^9^. However, clinically, patients with CGD exhibit susceptibility to a very limited spectrum of bacteria, indicating that other neutrophil antimicrobial mechanisms, such as the release of antimicrobial peptides and serine proteases, are effective in inactivating a wide variety of pathogens and also protect against endogenous colonizers or commensals^35^. We do not observe any naturally occurring bone loss in naïve *Cybb*^*KO*^ mice, further confirming that Nox2 deficiency does not naturally predispose to infections from oral pathobionts. Interestingly, we observed differences in the microbial composition of ligature-associated biofilm bacteria within the two strains under inflammatory conditions. It is likely that these differences arise from the enrichment of pathogenic species that produce virulence factors such as leukocidal toxins, proteases, or other virulence factors that enable them to survive the neutrophil onslaught. Many periodontal pathogens thrive in a chronic inflammatory, neutrophil-dominated subgingival environment due to their ability to actively impair neutrophil killing. For example, *P. gingivalis* protease RgpB can degrade neutrophil azurophilic granule proteases, thereby prolonging intracellular survival^40,53^. In our microbiome transplant experiments, we did not observe any defect in the killing of oral biofilm pathogens by Nox2-deficient neutrophils compared with WT neutrophils. Instead, we found excessive production of pro-inflammatory cytokines from neutrophils with absent ROS responses. These observations, coupled with the absence of systemic spread of oral microbes, argue against sub-optimal microbial clearance as an overwhelming driver of oral inflammation in *Cybb*^*KO*^ mice.

A few ex vivo studies have shown excessive ROS generation by neutrophils isolated from the peripheral blood of patients with periodontitis and have concluded that oxidative stress resulting from hyperactivation of Nox2 is a significant contributing factor to the pathophysiology of periodontitis^54,55^. However, given the elevated systemic inflammatory status of patients with periodontitis, it is difficult to determine whether Nox2 activity was a cause or consequence of neutrophil activation and inferred periodontal tissue destruction. Another significant confounding factor is the use of chemical inhibitors of ROS, such as N-acetylcysteine, that non-specifically inhibit multiple inflammatory pathways, including c-Jun N-terminal kinase, p38 MAP kinase, and NF-κB, thus complicating the interpretation of these studies^56^. In contrast to these papers, our studies relied on a precise genetic deletion of Nox2 activity to demonstrate that the Nox2-derived ROS are, in fact, necessary to provide negative feedback that restrains neutrophil hyperactivation in the context of oral inflammation, damage, and dysbiosis. Our findings align with several other reports that confirm the newly emerging role of Nox2 in restraining the magnitude of host inflammatory responses^9,19,57^. Nox2 activity was essential for activating Nrf2 and Nrf2-mediated downregulation of the oral inflammatory response. Future studies will investigate whether Nrf2 restrains neutrophil-specific responses or impacts multiple cell types within oral tissues to subdue inflammation.

## Supplementary Material

1

## Figures and Tables

**Fig. 1.**
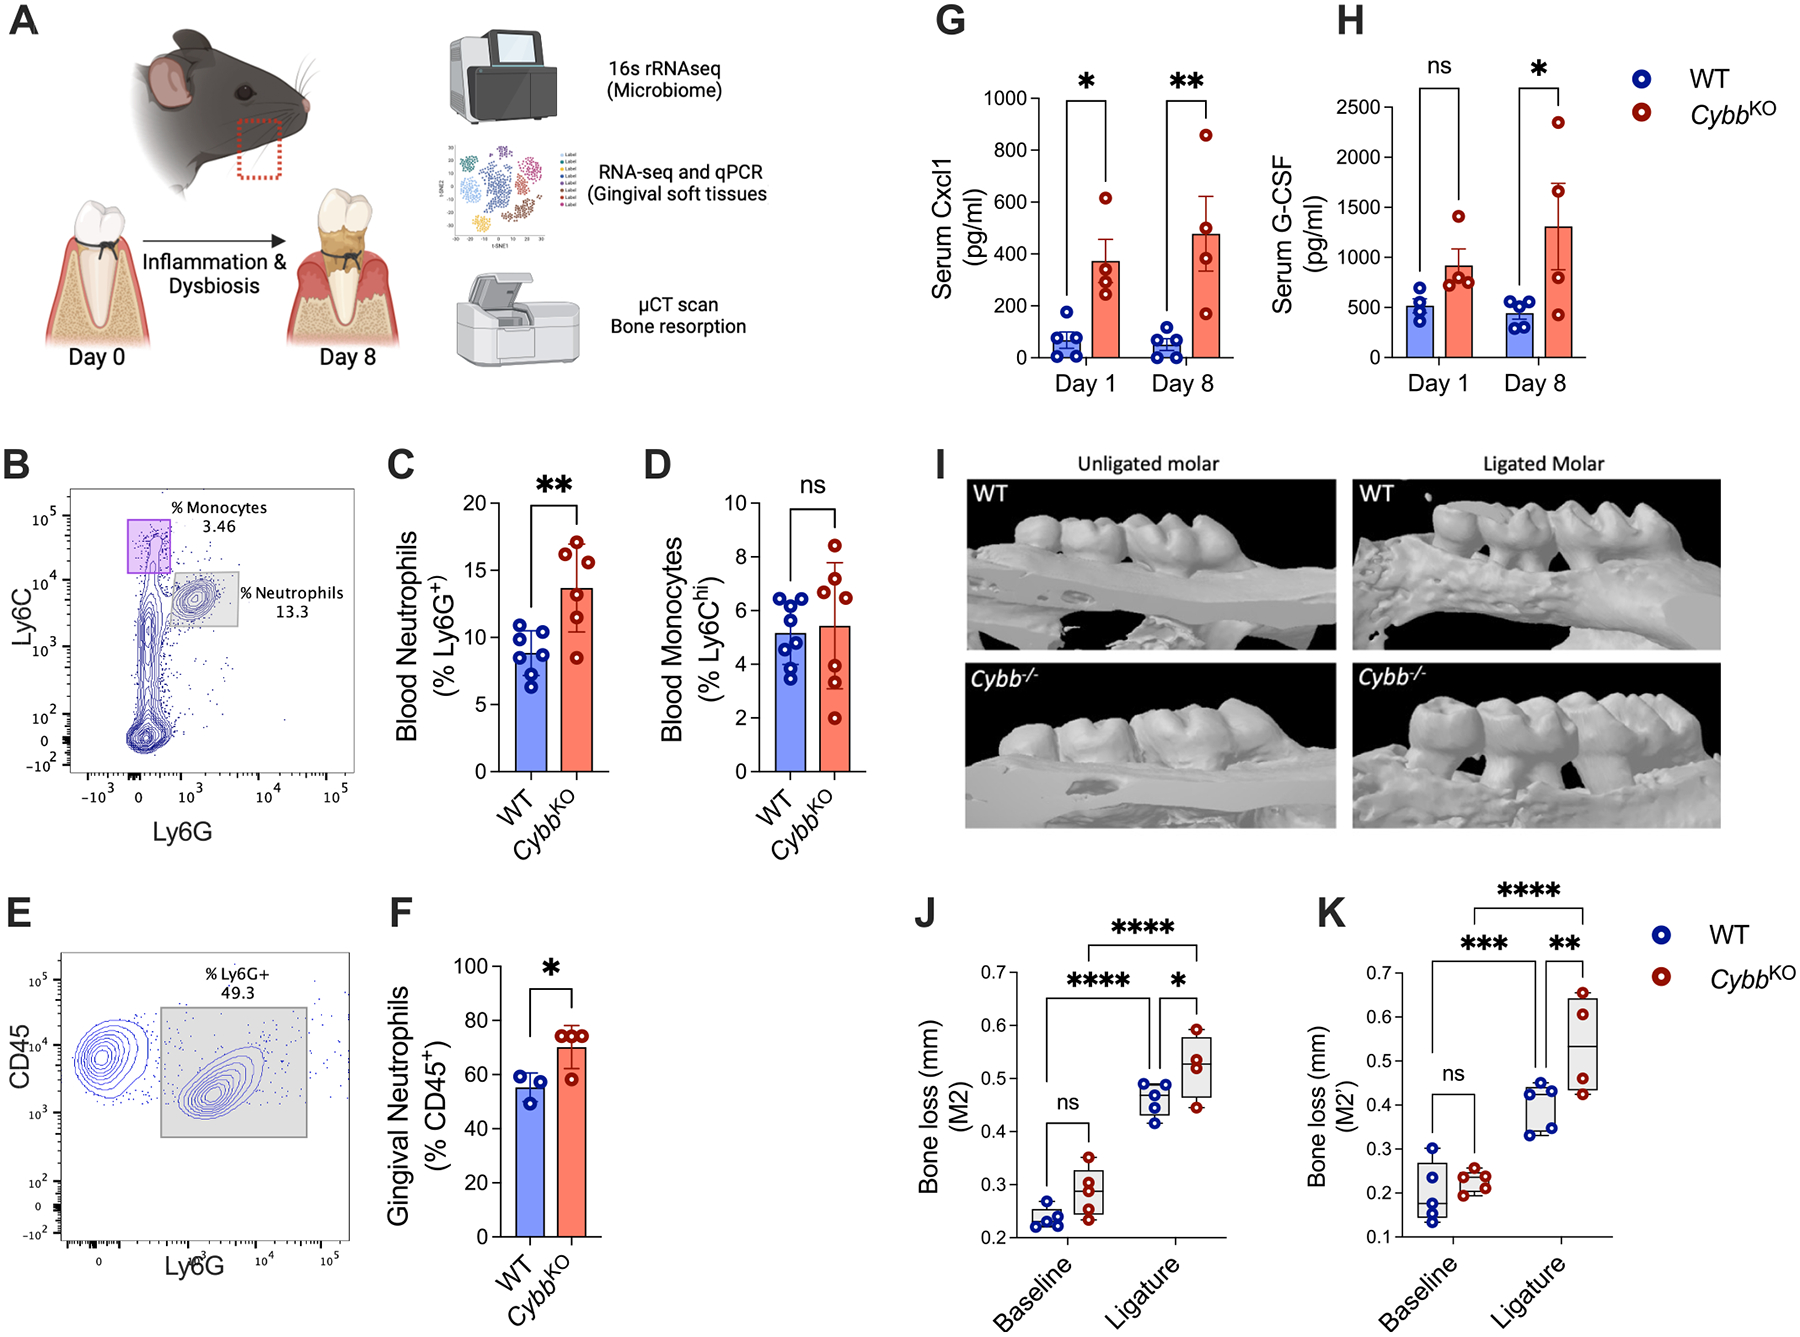
Nox2 deficiency drives excessive neutrophil recruitment and damage in oral mucosal tissues. (**A**) Illustration depicting the ligature-induced periodontitis in mice on the left second maxillary molars of wild-type (**WT**) and *Cybb*^*KO*^ mice. (**B-D**) 24 h after ligature placement, the relative abundance of neutrophils (Ly6G^hi^ Ly6C^int^) and monocytes (Ly6C^hi^ Ly6G^−^) were determined in peripheral blood via flow cytometry. (**E-F**) Gingival neutrophil numbers on Day 8. Data from 4 to 7 mice per group are displayed as mean ± SD, and a *t*-test determined statistical differences (*P < 0.05; **P < 0.01). (**G-H**) Multiplexed 32-cytokine arrays determined serum levels of KC/CXCL1 and granulocyte colony-stimulating factor (G-CSF) on Day 1 and Day 8 post-ligature placement. (**I–K**) Average bone loss (in millimeters) in the interdental regions (M2, M2′) of the ligated molar and unligated contralateral control molars from the same mice. Data from 5 to 8 mice per group are displayed as mean ± SD, and statistical differences were determined using two-way ANOVA with Sidak’s multiple comparison tests (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Fig. 2.**
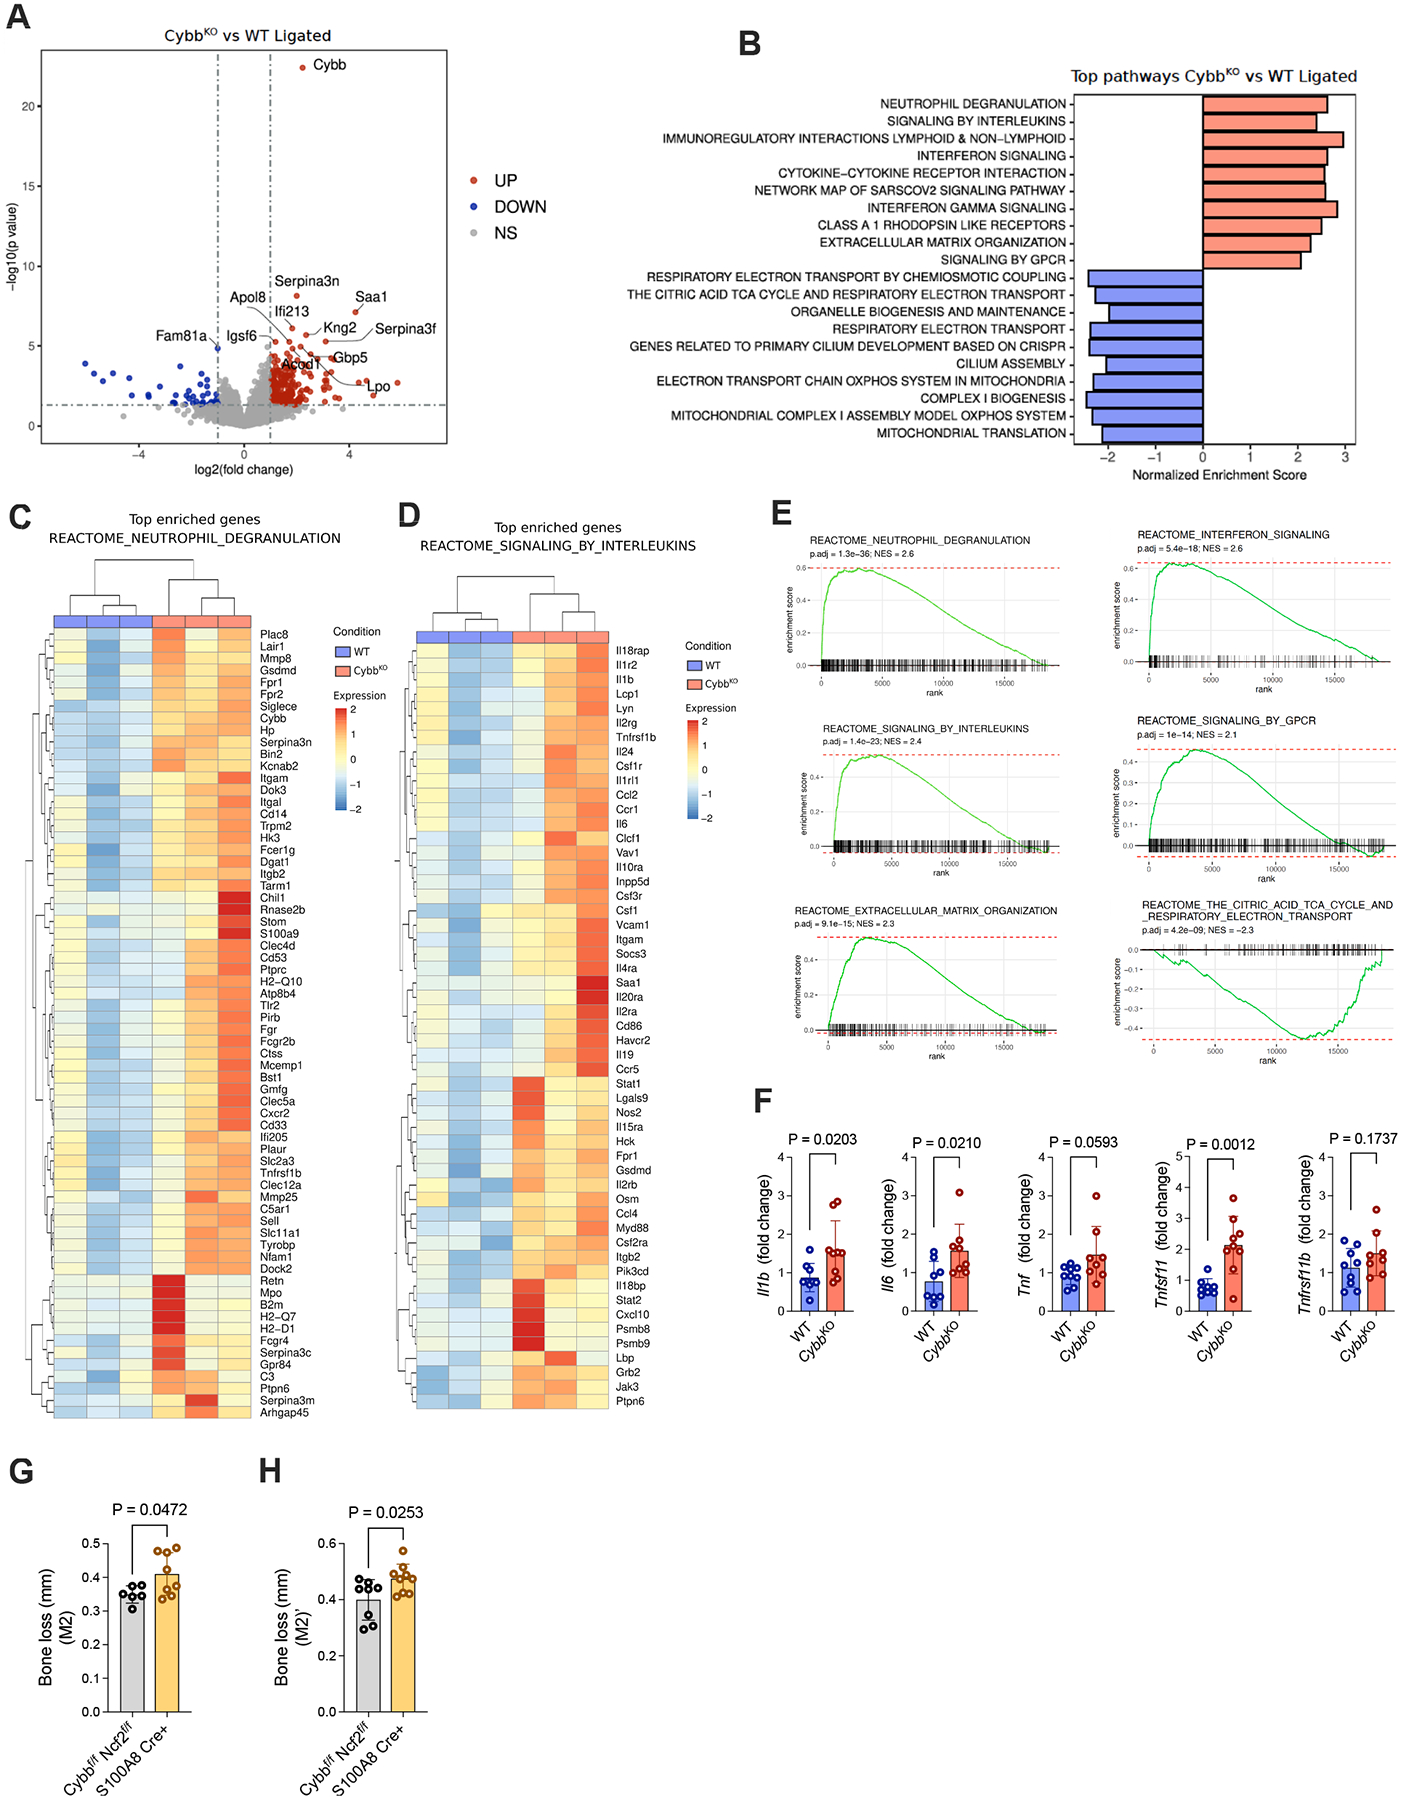
Hyperinflammatory gene signatures predominate in inflamed gingival tissues of Nox2-deficient (*Cybb*^*KO*^) mice. Gingival tissues of wild-type (**WT**) and *Cybb*^*KO*^ mice were extracted on Day 8 and analyzed by RNA-seq. (**A**) Plotting log2 (fold change) versus −log10 (adjusted p-value) generated volcano plots of RNA-seq data, representing differences between ligated WT and *Cybb*^*KO*^. (**B**) Differentially expressed genes (**DEGs**) were used to determine enriched and suppressed pathways. Heatmaps of top DEGs in the (**C**) Reactome_Neutrophil_Degranulation and (**D**) Reactome_Signaling_By_Interleukins. (**E**) Gene set enrichment analysis (**GSEA**) plots of the major enriched pathways. (**F**) Validation of select genes by **qPCR** from gingival tissues. Data from 4 to 7 mice per group are displayed as mean ± SD, and statistical differences were determined using *t*-test. (**G-H**) Average bone loss (in millimeters) was measured in *Cybb*^f/f^ *Ncf2*^f/f^ or *Cybb Ncf2* S100A8^Cre+^ littermate controls on Day 8 post ligature in the interdental regions (M2, M2′) of the ligated molar and unligated contralateral control molars from the same mice. Data from 6 to 8 mice per group are displayed as mean ± SD, and statistical differences were determined using a *t*-test.

**Fig. 3.**
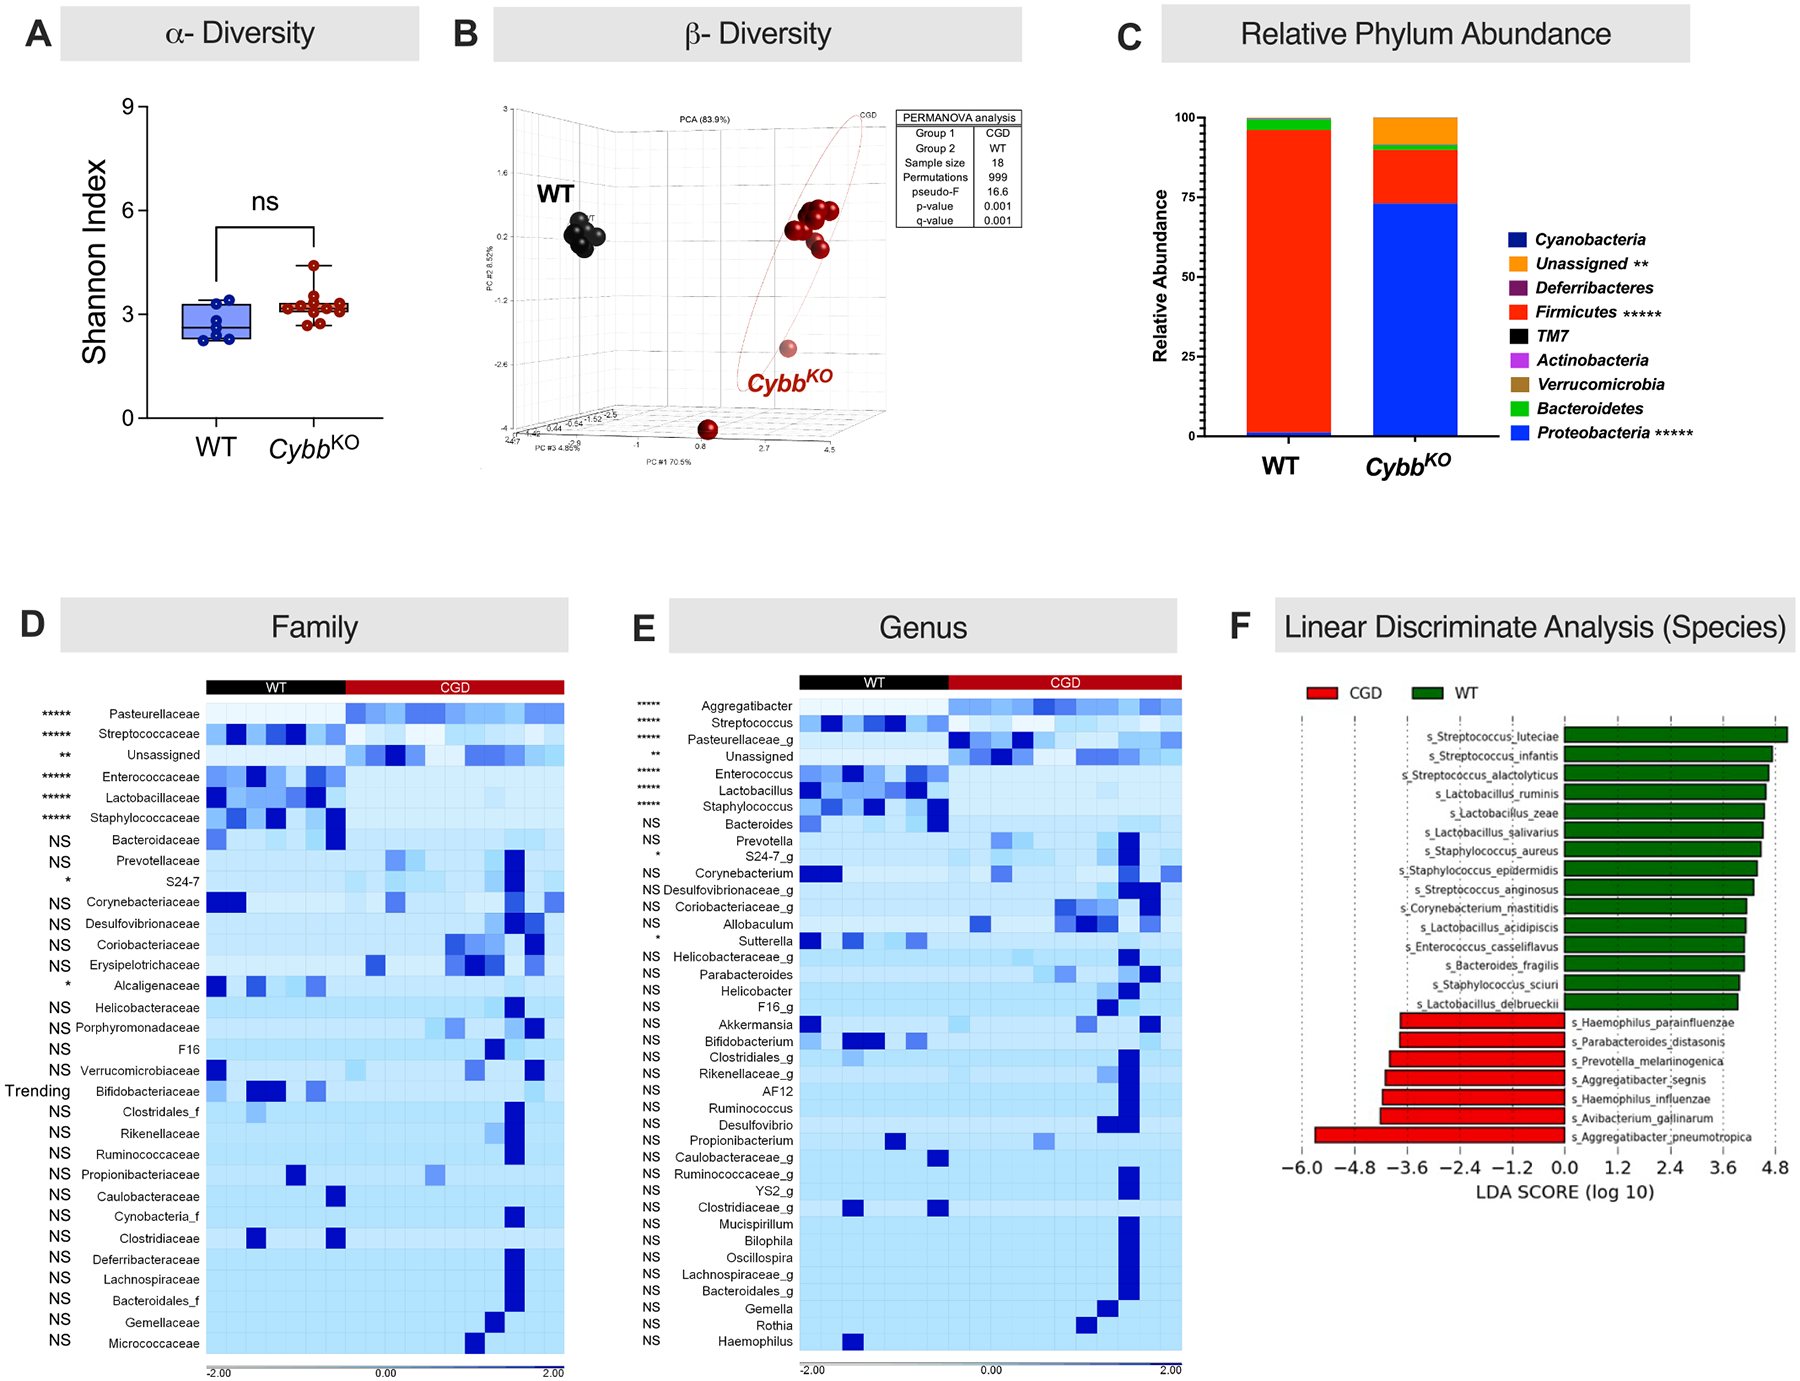
Comparative shifts in oral microbial diversity in the context of Nox2 deficiency during LIP. (**A**) Alpha diversity (species abundance and evenness) was measured with the Shannon diversity index (y-axis). Data represent mean ± SEM for n = 7 for WT and n = 11 for *Cybb*^*KO*^ mice with Mann-Whitney *U* test corrected p-value, ****p < 0.00001. (**B**) Beta diversity (depicting compositional differences) is represented as a three-dimensional Principal Component Analysis (PCA) plot generated using Jaccard similarity matrix. PC1 vs. PC2 indicates a clear separation between *Cybb*^*KO*^ and WT along PC1 (70.5%). PC2 vs. PC3 reveals additional variance (PC2: 8.52%, PC3: 4.85%) and clustering. PERMANOVA analysis was performed to indicate significant compositional differences (q = 0.001). (**C**) Microbial composition at different taxonomic levels: (**C**) Phylum barplot (Left), (**D**) Family heatmap, and (**E**) Genus heatmap. White (light blue) signifies that microbial taxa are present in low abundance or absent, and blue signifies that microbial taxa are highly abundant. Corrected p-value derived (Dunn’s multiple testing) from Mann-Whitney *U* test are depicted as an asterisk next to the microbial taxa: p < 0.05= *, p < 0.01 =**, p < 0.001 =***, p < 0.00001=****, p < 0.000001=*****, NS = not significant, and Trending = p-value between 0.051 and 0.06. **(F**) Linear Discriminate Analysis Effect size representing significant microbial species enrichment in wildtype and *Cybb*^*KO*^ mice. LDA cut off score > 2 and p < 0.05.

**Fig. 4.**
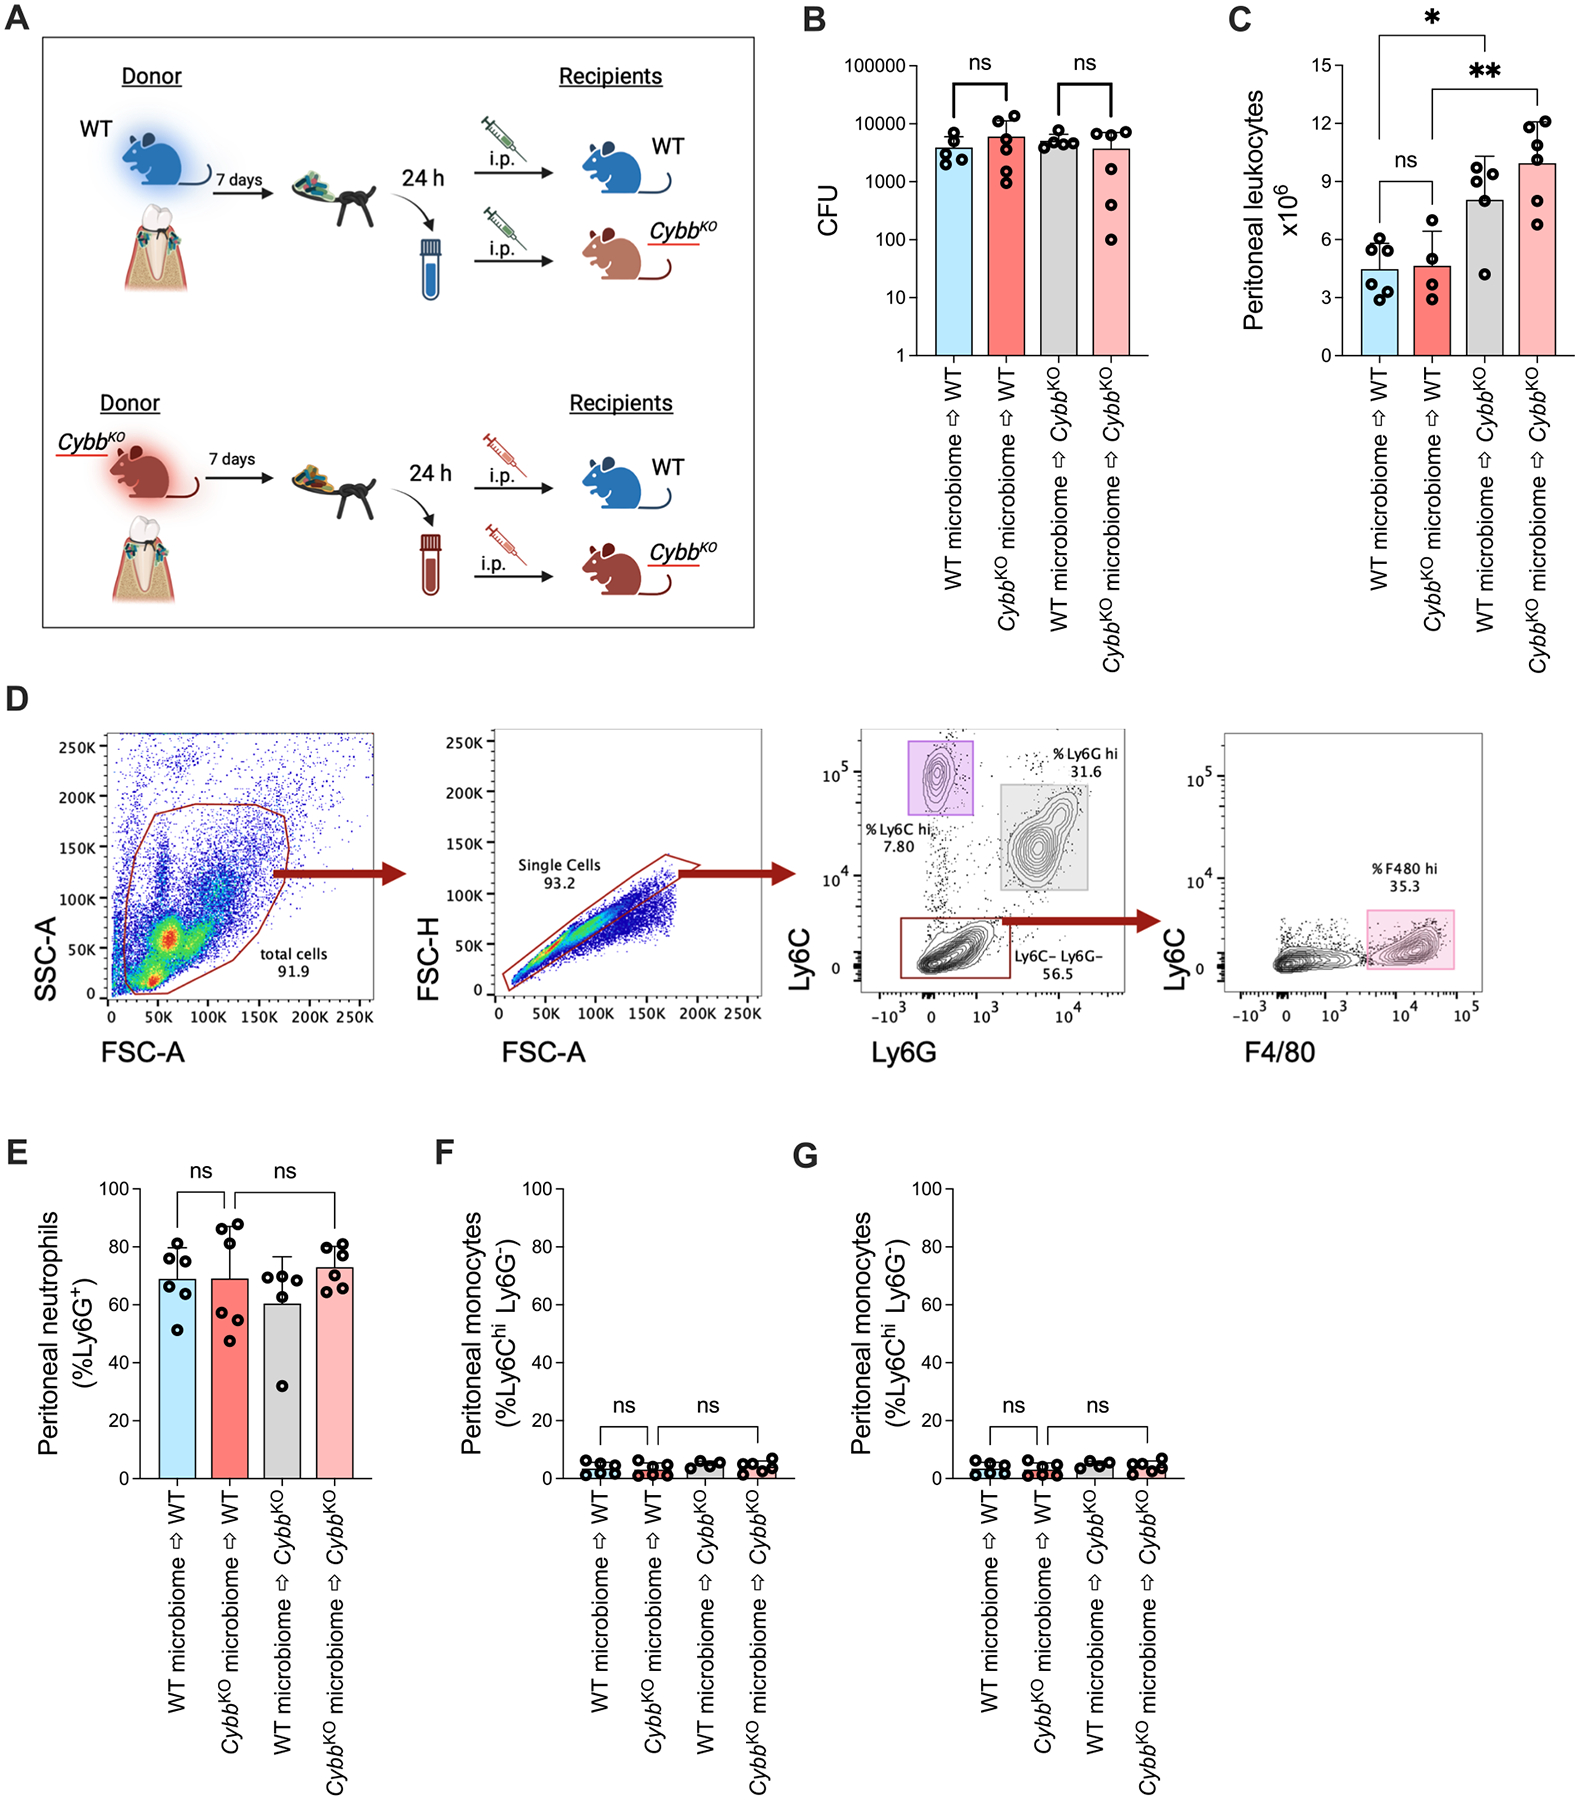
*Cybb*^*KO*^ clear oral bacteria with the same efficiency at WT mice: The ligature-associated microbiome was isolated on Day 8 from WT and *Cybb*^*KO*^ mice ‘donor’ mice and cultured overnight under aerobic and anaerobic conditions. The next day, 10^7^ pooled CFUs from aerobic and anaerobic overnight cultures were injected intraperitoneally in naïve or ‘recipient’ WT and *Cybb*^*KO*^ mice. After 4 h, peritoneal cavities were lavaged with sterile saline, and (B) peritoneal bacterial numbers (CFUs) were determined by plating on agar plates. (C)Total peritoneal cell numbers recovered. (D) Gating strategy for identification of peritoneal cells based on lineage markers. (E-G) Relative % of neutrophils (Ly6G^hi^ Ly6C^int^); monocytes (Ly6C^hi^ Ly6G^−^); and macrophages (F4/80^+^) in total peritoneal cells. Data from 3 mice per group are shown as mean ± SD, and statistical differences were determined using one-way ANOVA with Tukey’s multiple comparison test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Fig. 5.**
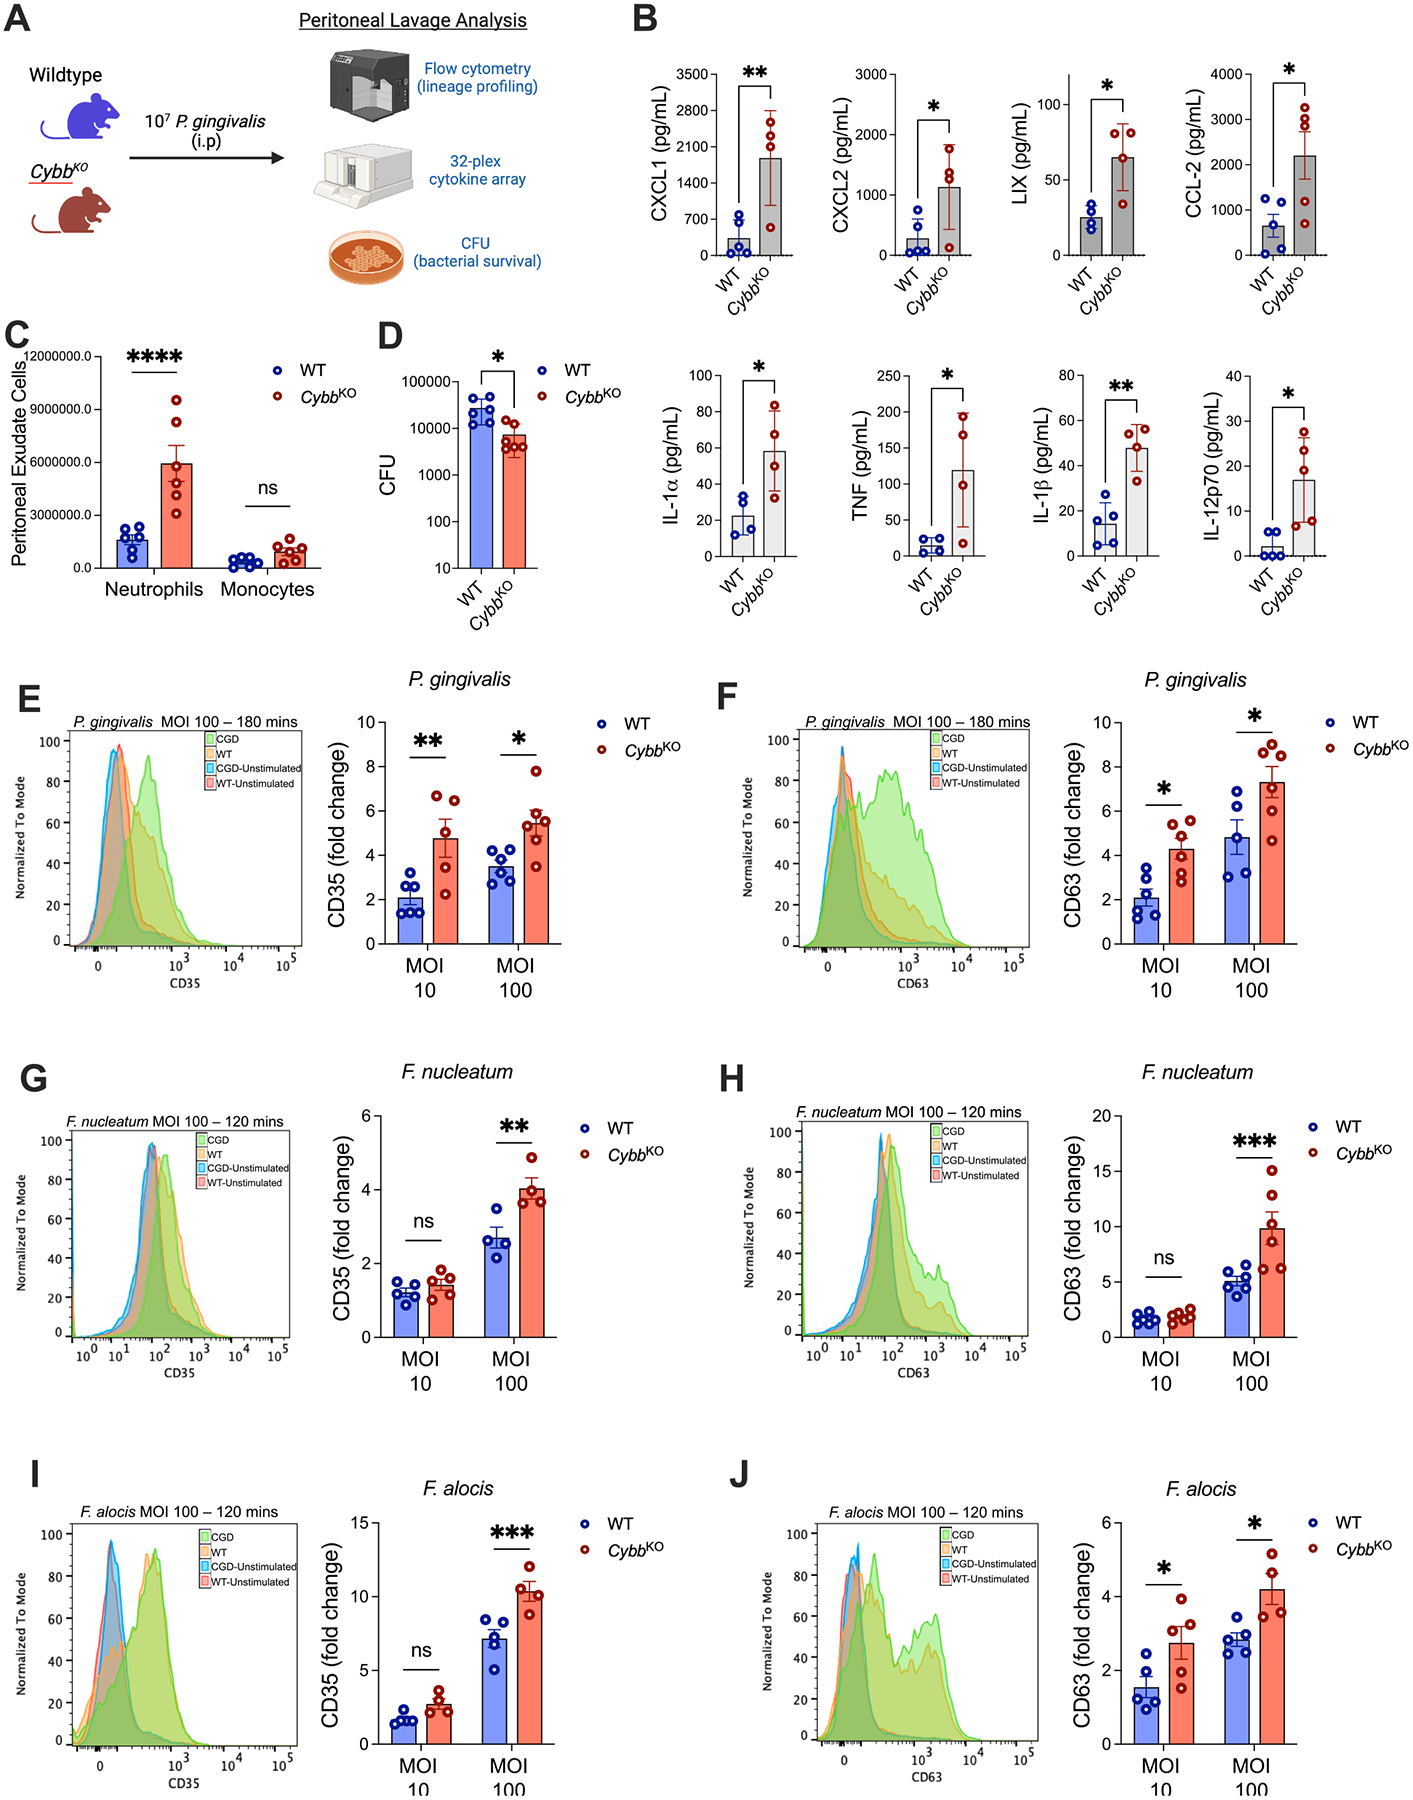
Nox2 deficiency drives excessive inflammatory cytokine production and degranulation in neutrophils. (**A**) Wild-type (WT) and *Cybb*^*KO*^ mice were intraperitoneally challenged with 10^7^ CFU of *P. gingivalis*. After 4 h, peritoneal cavities were lavaged, and peritoneal lavage fluid was analyzed. (**B**) Cytokine and chemokine levels in peritoneal lavage fluid. (**C**) Peritoneal cell numbers in lavage fluids were identified by flow cytometry, and neutrophils (Ly6G^hi^ Ly6C^int^) and monocytes (Ly6C^hi^ Ly6G^−^). (**D**) *P. gingivalis* numbers after 4 h were determined by plating on blood agar plates, and CFUs were estimated. (**E-J**) Bone marrow neutrophils (BMNs) from WT and *Cybb*^*KO*^ mice were challenged with oral bacteria at the indicated multiplicity of infection (MOI) for 2–3 h. Exocytosis of tertiary and azurophilic granules was quantified by measuring the surface abundance of CD35 and CD63, respectively by flow cytometry. % shifts are illustrated in histograms, and fold change from 3 to 7 mice (BMNs) is illustrated in adjacent bar graphs. Data from 4 to 6 mice per group are displayed as mean ± SD, and statistical differences were determined using a *t*-test or two-way ANOVA with Sidak’s multiple comparison test for grouped variables (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Fig. 6.**
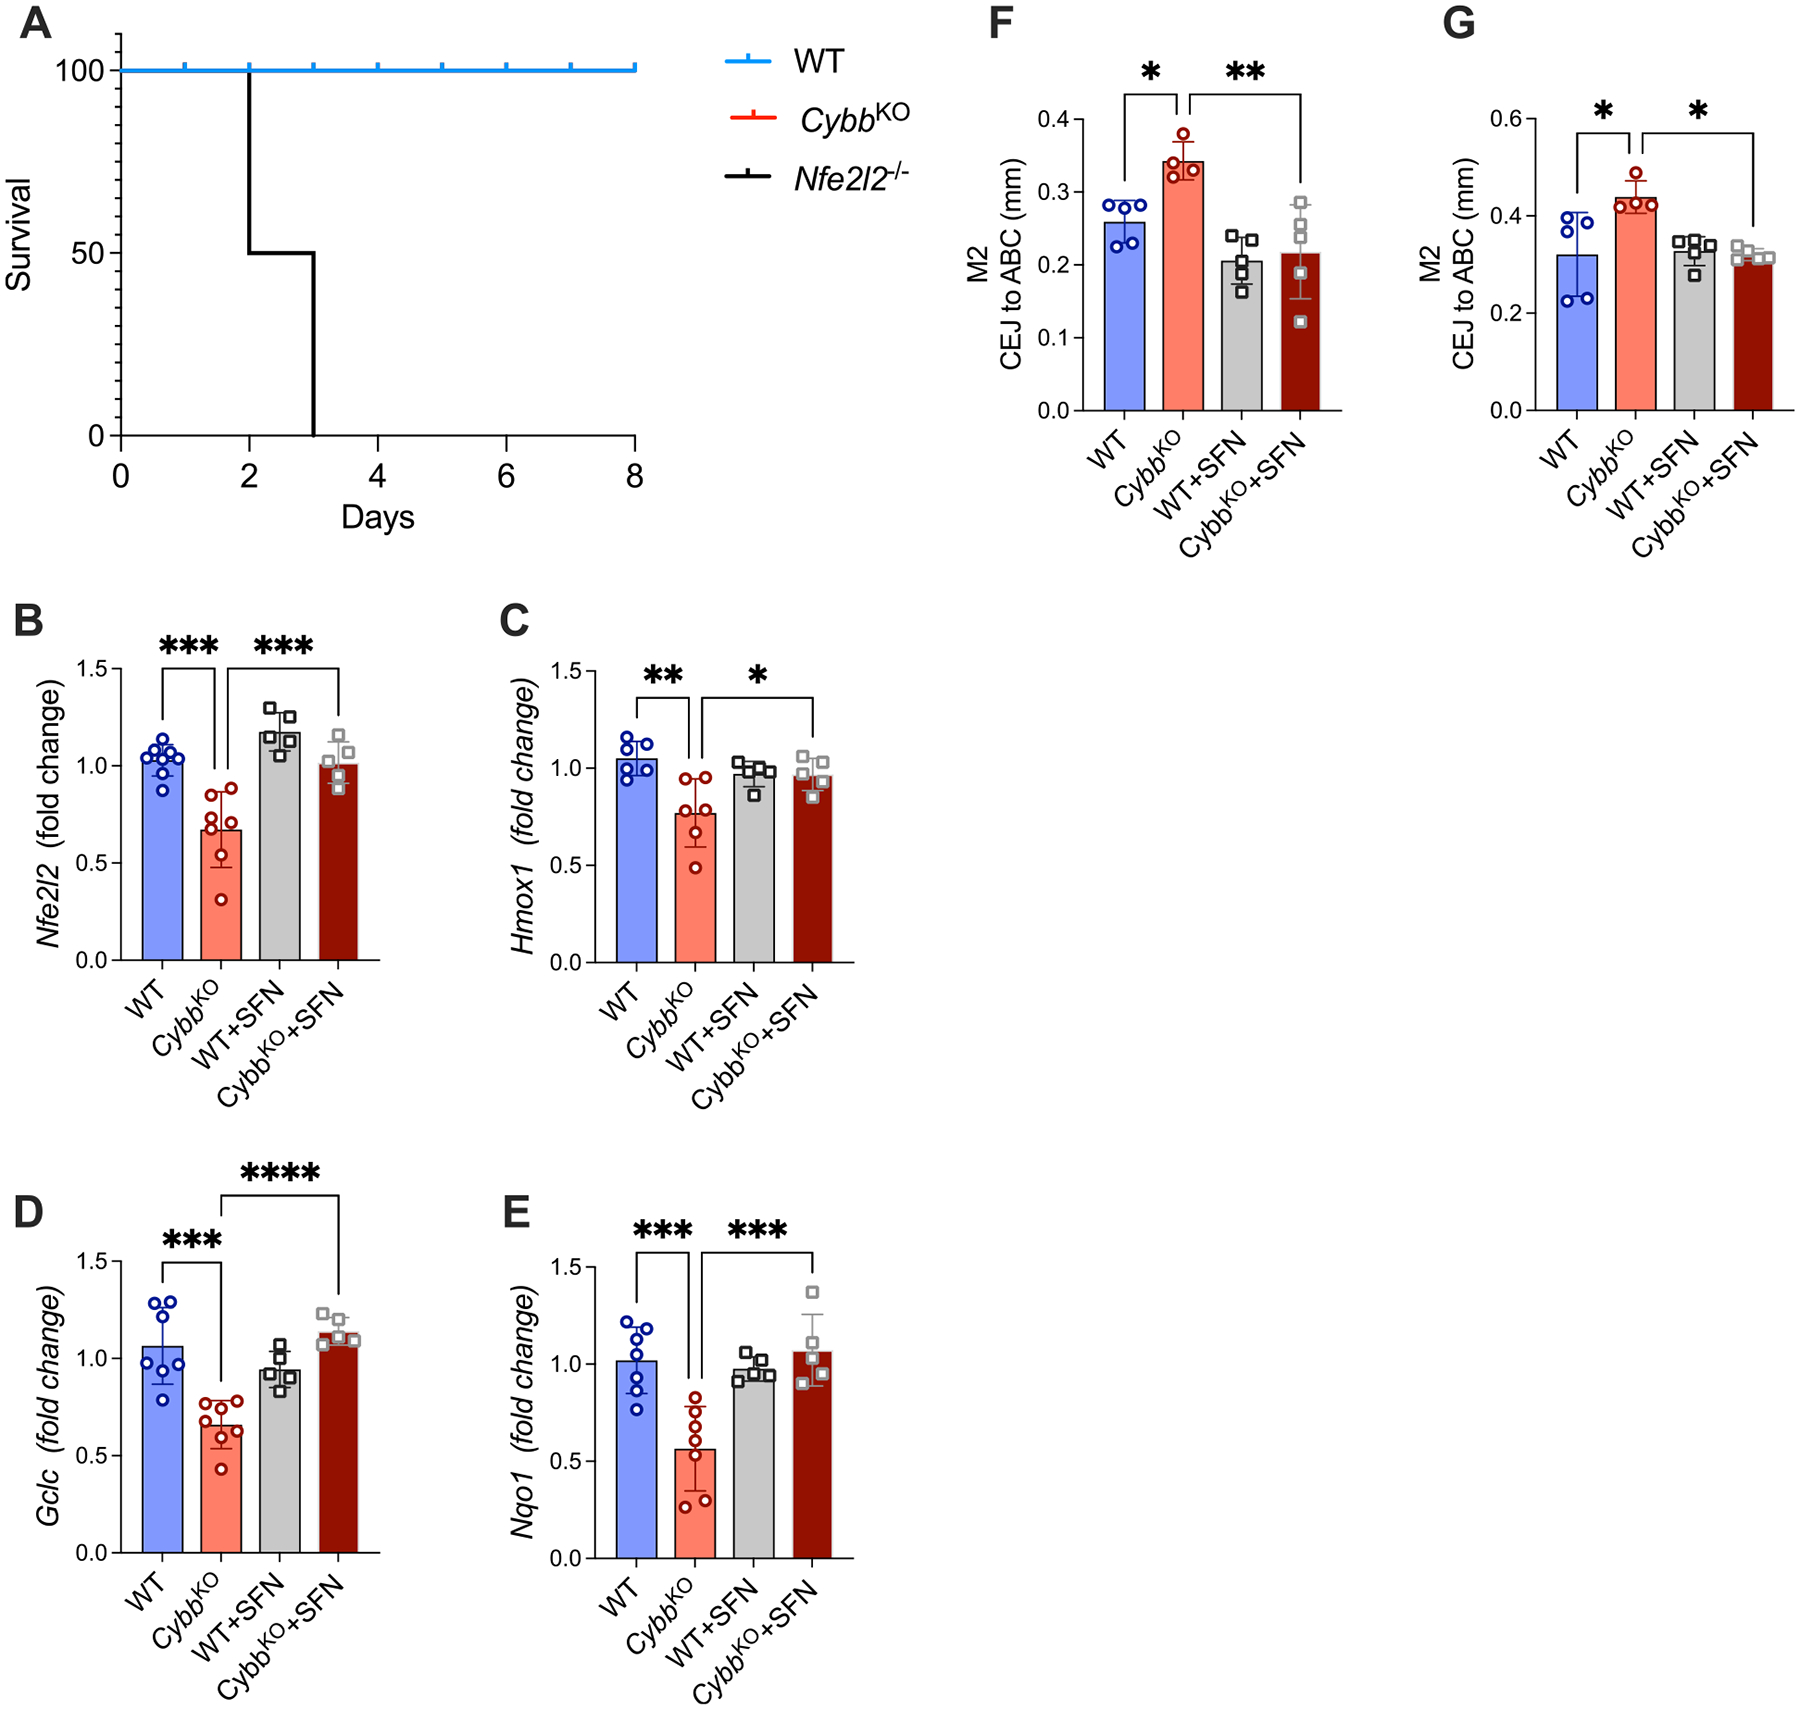
Insufficient activation of Nrf2 and downstream antioxidant responses exacerbate oral inflammation in Nox2-deficient mice. (**A**) Kaplan-Meier survival curve of wild-type (**WT**), *Cybb*^*KO*,^ and Nrf2 knockout (*Nfe2l2*^−/−^) mice during LIP. (**B-G**) WT and *Cybb*^*KO*^ mice were treated with 25 mg/kg sulforaphane daily for the entire duration of LIP. (**B-E**) Gingival tissues were extracted on Day 8, and **qPCR** analysis determined the relative expression of Nrf2-activated genes. (**F-G**) Average bone loss (in millimeters) in the interdental regions (M2, M2′) of the ligated molar and unligated contralateral control molars from the same mice. Data from 4 to 6 mice per group are displayed as mean ± SD, and statistical differences were determined using one-way ANOVA with Tukey’s multiple comparison test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

## Appendix A. Supplementary data

Supplementary data to this article can be found online at https://doi.org/10.1016/j.mucimm.2026.04.002.

# Supplementary material for: The Nox2 NADPH oxidase regulates neutrophilic inflammation in the oral cavity
**Source:** Mucosal Immunol. Author manuscript; Available in PMC 2026 Jun 20.
**Supplement:** 1

**SUPPLEMENTAL METHODS:**

*Isolation and purification of bone marrow neutrophils*: Bone marrow cells were obtained by flushing the tibias and femurs of mice, and bone marrow neutrophils (BMNs) were purified using the anti-Ly6G microbead kit by positive selection per the manufacturer’s protocol (Miltenyi). Cytospins and Wright Giemsa staining assessed percent purity.

*ELISAs and Cytokine arrays*: Cell-free supernatants were analyzed for TNF levels using commercially available mouse TNF ELISA kits (eBiosciences). Cytokine levels in mouse serum and peritoneal lavage fluid were also assessed using Milliplex mouse cytokine/chemokine 32-plex array beads (Millipore-Sigma) and analyzed using Bio-Rad Bioplex-200 analyzer.

*Flow cytometry*: Blood (~200 µl) was isolated into EDTA vacutainers from submandibular bleeds or cardiac stick post-euthanasia. Red blood cells (RBCs) were lysed using 1x pharm lyse buffer for 3 mins. ‘Gingival blocks’ were dissected from mice as previously described by Dutzan et al. ^26^ and enzymatically digested (5 ml RPMI containing 3.2 mg/ml Collagenase VI and 0.15 μg/ml DNAse) for 30-45 mins at 37°C with gentle shaking. In the last 5 min of incubation, 50 μl of 0.5 M EDTA was used. Gingival tissues and media were passed through a 70 μ cell strainer to obtain single-cell suspensions. Peritoneal cells were isolated using PBS with 2 mM EDTA. For flow staining, all cell pellets were suspended in 100 μl Fc block (2.4 G2 supernatants) for 10 min on ice prior to the addition of antibodies. Cells were stained using a combination of rat anti-mouse antibodies: CD45-BV510 (clone 30-F11; BD Horizon), Ly6G-V450 (clone 1A8; BD Horizon), Ly6C-PerCP/Cy5.5 (clone HK1.4; Biolegend), and F4/80-APC-Cy7 (clone BM8; Biolegend). See gating strategies for subset identification. Data was collected on BD Celesta and BD Fortessa flow cytometers and analyzed using FlowJo software.

*qPCR*: Total RNA was extracted from tissues or cells using the RNeasy Plus Mini Kit (Qiagen) per the manufacturer’s protocol. cDNA was synthesized by High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCR was performed using TaqMan Fast Universal PCR Master Mix (ThermoFisher) on a 7500 Fast Real-Time PCR system (Applied Biosystems) using primers and Taqman probes purchased from Thermo Fisher: *Il1b* Mm00434228_m1; *Il6* Mm00446190_m1; *Tnf* Mm00443258_m1; *Tnfsf11* Mm00441906_m1; *Csf1* Mm00432686_m1; *Nfe2l2* Mm00477784_m1; *Hmox1* Mm00516005_m1; *Nqo1* Mm01253561_m1; *Gclc* Mm00802655_m1.

*16S rRNA Gene Sequencing and Metagenomic analysis:* Genomic DNA was extracted from ligatures placed in mice for 8 days using ReliaPrep™ gDNA Tissue Miniprep System (Promega Cat # A2051). A total of 10 ng of input DNA was used for PCR amplification of bacterial full-length 16S rRNA genes (V1—V9 regions) using KAPA HiFi HotStart ReadyMix PCR kit (Roche KK2600), Forward primer: 5’GCATC/barcode/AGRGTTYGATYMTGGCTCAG3’ and Reverse primer: 5’GCATC/barcode/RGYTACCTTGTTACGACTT3’. PCR settings were: Initial denaturation at 95°C for 3 minutes followed by 25 cycles of denaturation at 95°C for 30 seconds, annealing at 57°C for 30 seconds, and extension at 72°C for 60 seconds. Samples were then pooled, and multiplexed amplicon libraries were prepared using SMRTbell prep kit 3 (PacBio 102-182-700) and sequenced on the PacBio RS sequel II platform. The average sequencing depth obtained was 6500 reads per sample.

The microbial diversity analysis and taxonomic profiling were done using Quantitative Insights into the Microbial Ecology (QIIME) version 2-2022.2 ^1^. Demultiplexed HiFi reads were imported to qiime2-2022.2, and denoising of HiFi reads into amplicon sequence variants (ASVs) was performed using DADA2 qiime2-2022.2 plugin ^2^. The taxonomic classification of ASVs was done using VSEARCH at a similarity cutoff value of 97% followed by mapping of ASVs using Greengenes 13_8_99 classifier ^3^. A phylogenetic tree was constructed using qiime phylogeny align-to-tree-mafft-fasttree algorithm. Further, an even sequence sampling depth was utilized when generating all diversity measures. Alpha diversity (diversity in individual samples) was determined using the Shannon index ^4^. Beta diversity (diversity between samples) was determined using the Jaccard similarity distance matrix, and principal component analysis plots were generated using Partek genomics suite version 7.21.1119, and PERMANOVA analysis was performed to evaluate statistical differences. For the taxonomic data ASV values were converted to relative abundance using customized R script (version 4.0) and represented as bar plots and heatmaps using Partek genomics suite version 7.21.1119. Mann-Whitney U statistical tests were performed using Partek genomics suite version 7.21.1119 for taxonomic data and GraphPad PRISM version 9.4.0 for alpha diversity. Corrected p-value (<0.05) significance was obtained after Dunn's multiple corrections. Further, linear discriminant analysis Effect Size (LEfSe) was used on species relative abundance data to probe for significant species enrichment that distinguish the two groups (wildtype and CGD/ *Cybb^KO^* mice) ^5^. The analysis was performed using <http://huttenhower.sph.harvard.edu/galaxy>. Significant species enrichment was calculated via a series of Kruskal Wallis non-parametric tests to determine significant alterations in taxonomic abundance between groups. This was followed up using linear discriminant analysis to estimate the effect size of any significant alterations set at LDA cut-off score >2 and p<0.05

*mRNA sequencing*

The TruSeq Stranded mRNA Library Prep Kit (Illumina Cat# 20020594) and TruSeq RNA CD Index Plate (Illumina Cat# 20019792) were used to generate a sequencing library from 500ng of RNA. Size, purity, and semi-quantitation were performed on an Agilent Bioanalyzer 2100 system using the Agilent DNA HS Kit. Paired-end sequencing was performed on an Illumina NextSeq 500, using the NextSeq 500/550 75 cycles High Output Kit v2.5 (Illumina Cat# 20024906) at the University of Louisville core. Single-end reads were aligned with STAR v2.6 ^6^. Each sample was evaluated according to post-alignment quality control measures with RSeQC tools ^7^. Gene counts were quantified using featureCounts v2.0.1 ^8^ with reverse strand specificity parameter. Alignment and gene counts were generated against the GRCm38 (Ensembl release 93) genome assembly. The DESeq2 computational pipeline (version 1.34.0) ^9^ was used to normalize counts and perform differential expression analysis. Gene set enrichment analysis was performed on the pre-ranked list using the R package *fgsea* ^10^ with Canonical pathways collection for Mus Musculus from the Molecular Signatures Database, accessed with R package *msigdbr* ^11^. An adjusted *p*-value < 0.05 was used as the significance threshold for the selection of significantly enriched pathways. Visualization was produced using the package *ggplot2*, and heatmaps were generated with the *pheatmap* package. Functions were implemented within the R programming environment version 4.1.2.

**SUPPLEMENTAL FIGURES:**

**
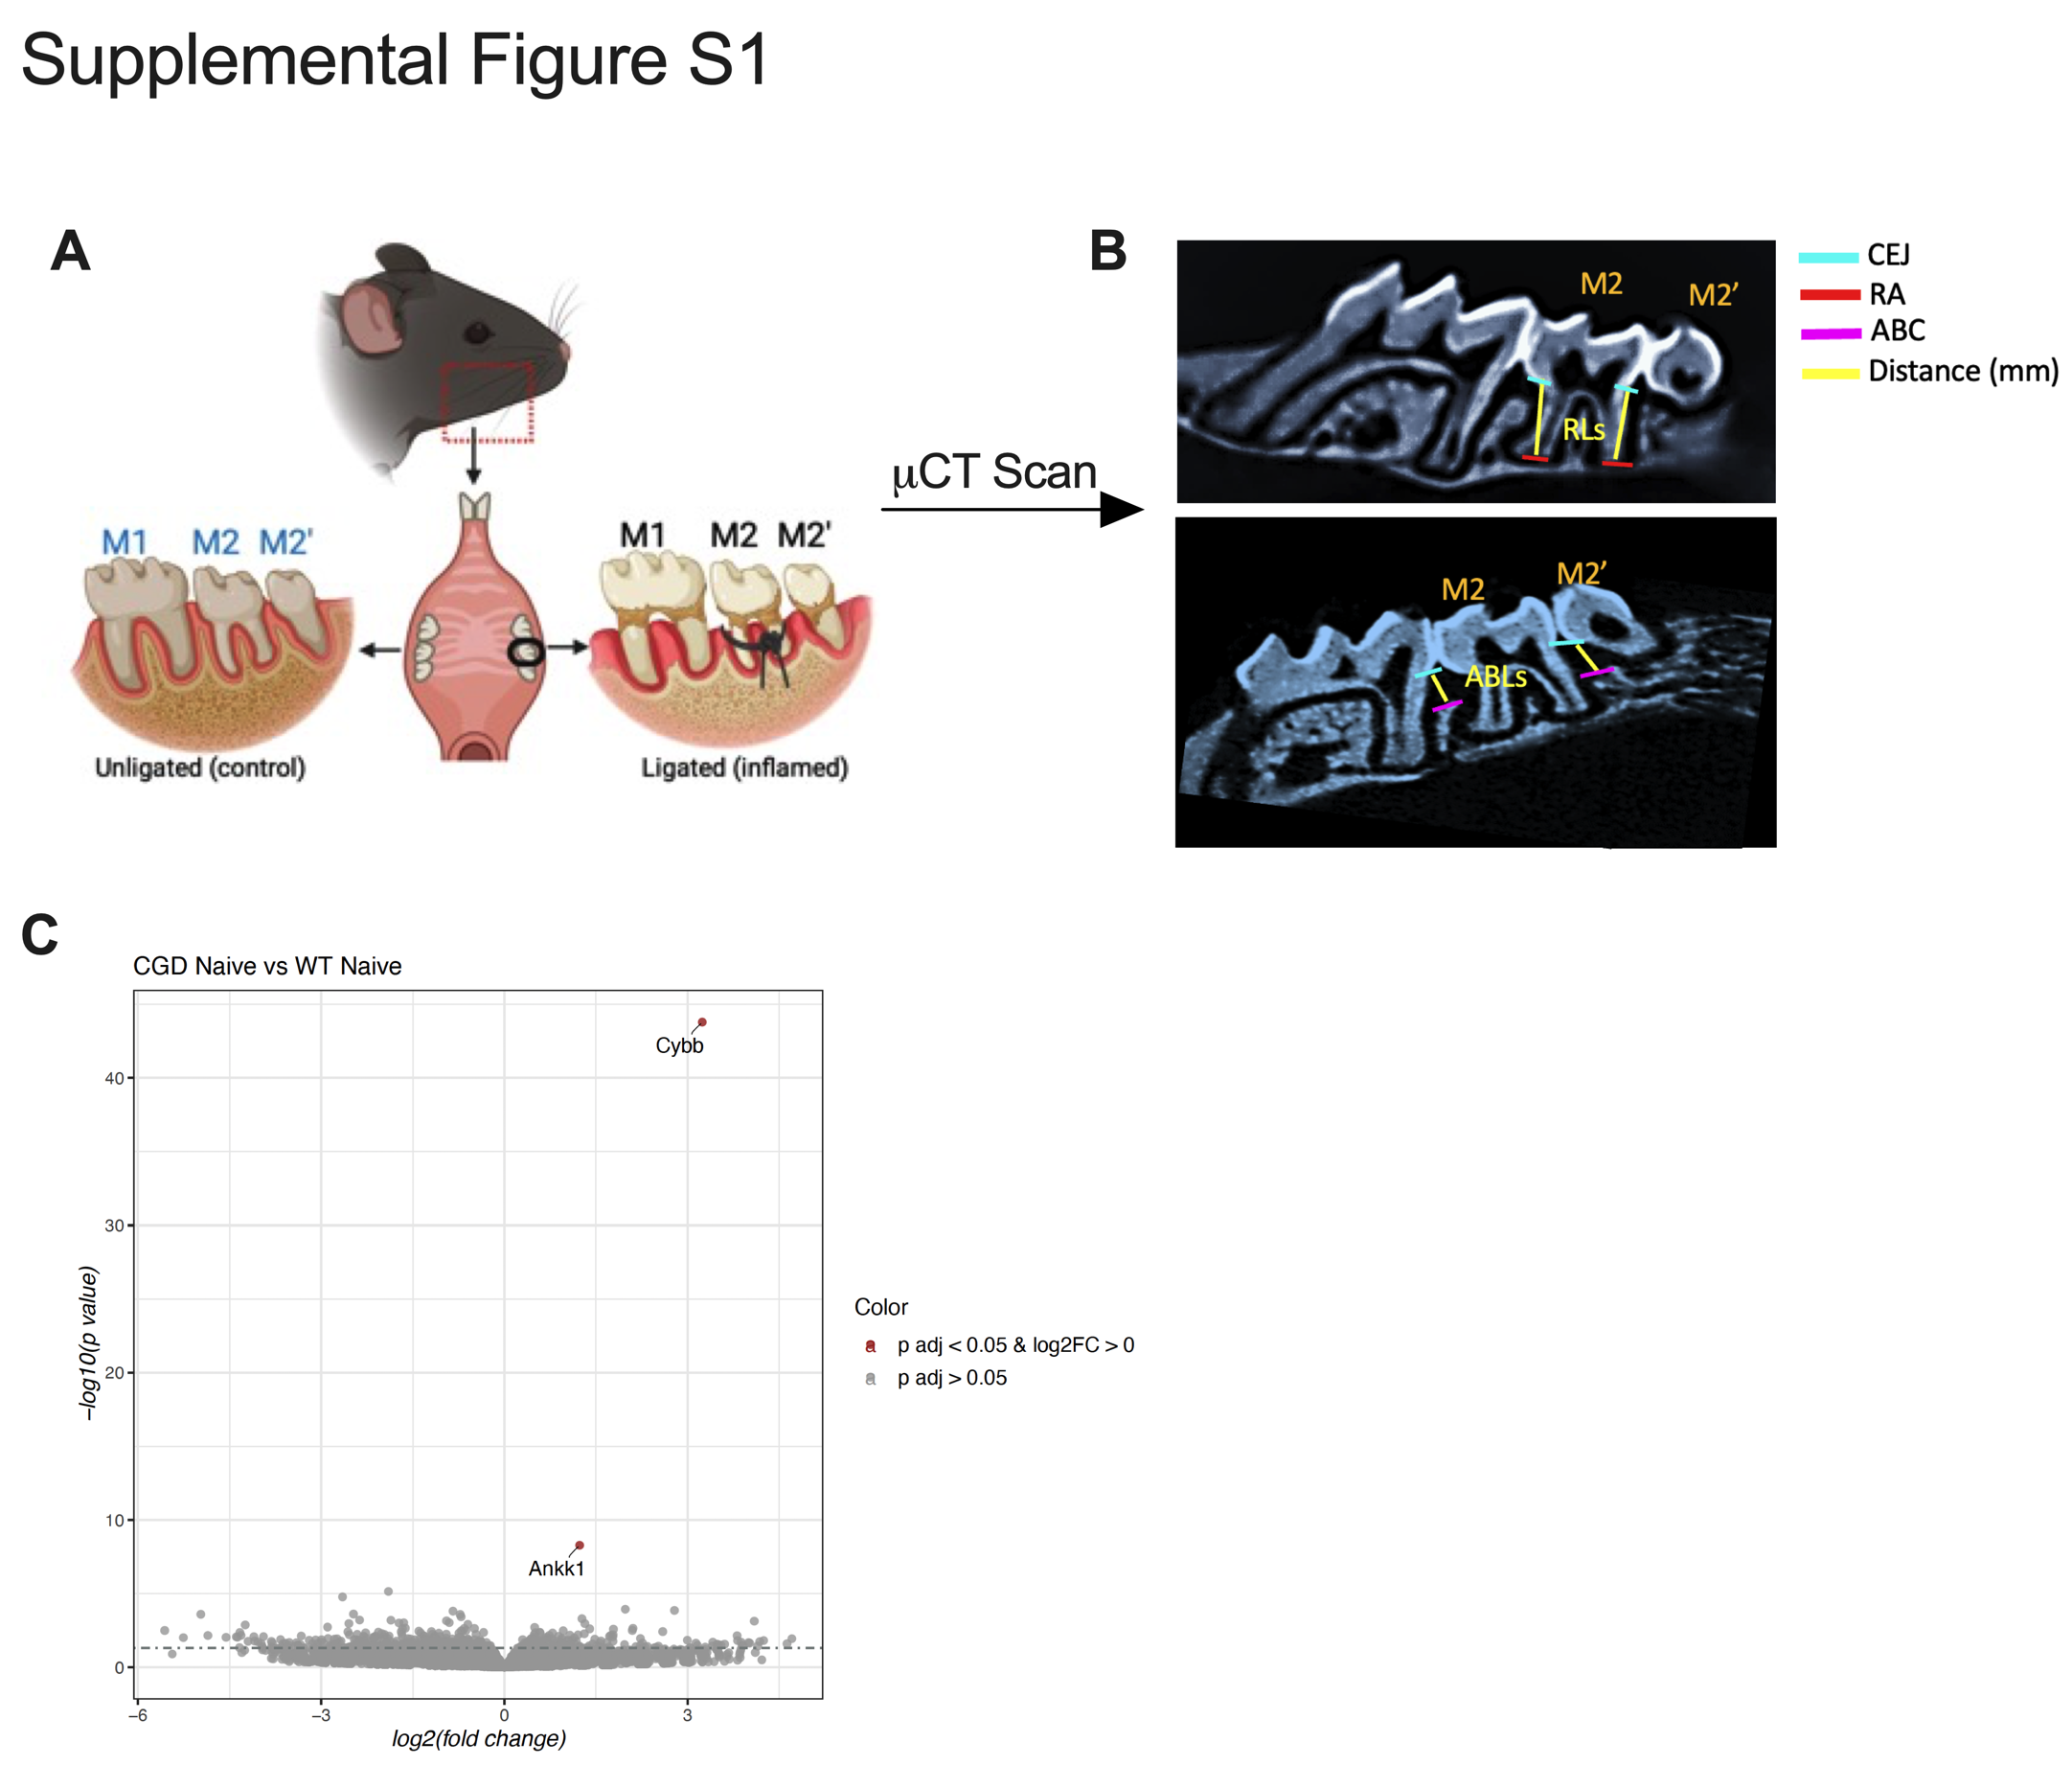
**

**Supplemental Figure S1:** (A, B) Illustration showing ligature placement around second molars of the maxilla. Average bone loss was measured by taking linear measurements (in millimeters) from the cemento-enamel junction (CEJ) to the alveolar bone crest (ABC) in the interdental regions between the first and second molars (M1-M2) or the second and third molars (M2-M2’). (C) Volcano plots of RNA-seq data were generated by plotting log2 (fold change) versus – log10 (adjusted P-value), representing differences between naïve WT and *Cybb^KO^* gingival tissues.

**
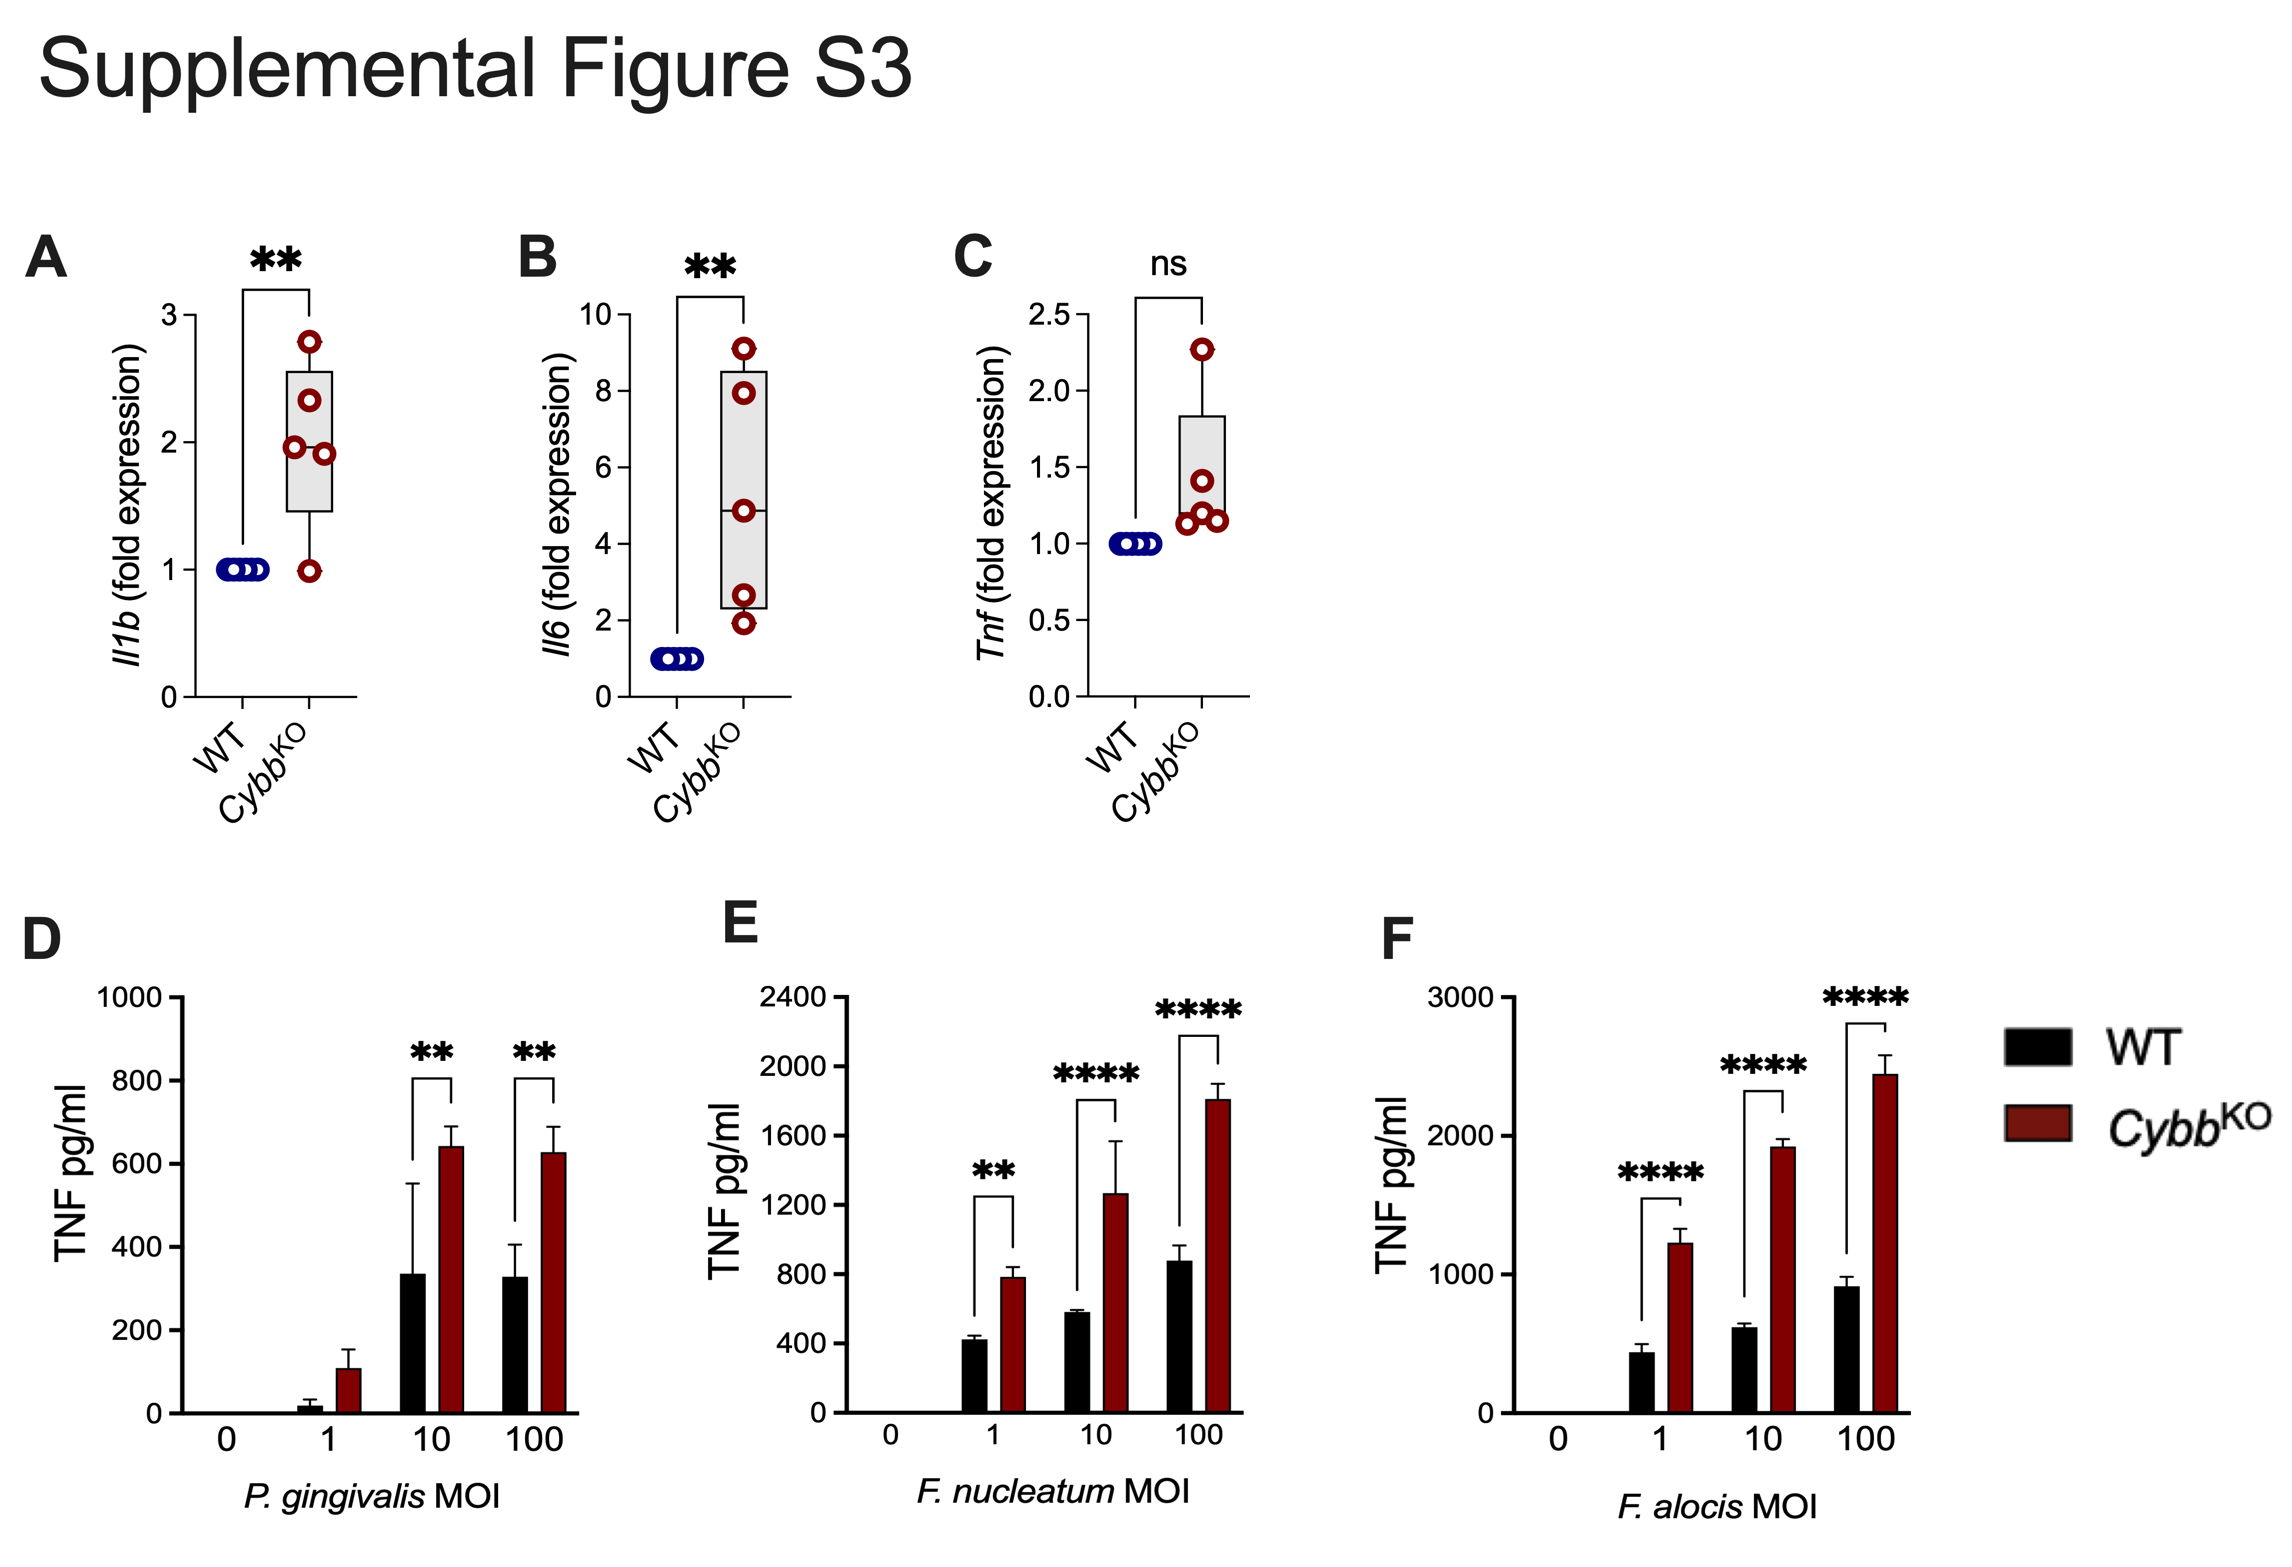
Supplemental Figure S2:** Wildtype (WT) and *Cybb^KO^* mice were intraperitoneally challenged with 10^7^ CFU of *P. gingivalis*. After 4 h, peritoneal cavities were lavaged to isolate peritoneal neutrophils. Relative transcript expression of (A) *Il1b*, (B) *Il6,* and (C) *Tnf* was determined by qPCR in peritoneal neutrophils. Data from 5 mice per group are shown as mean ± SD, and statistical differences were determined using a t-test (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001). Bone marrow neutrophils isolated from WT and *Cybb^KO^* mice were challenged with oral bacteria at indicated MOIs for 18 h. TNF levels in cell-free supernatants were determined by ELISA. Statistical differences were determined using a two-way ANOVA with Sidak’s multiple comparison test for grouped variables (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001).

**
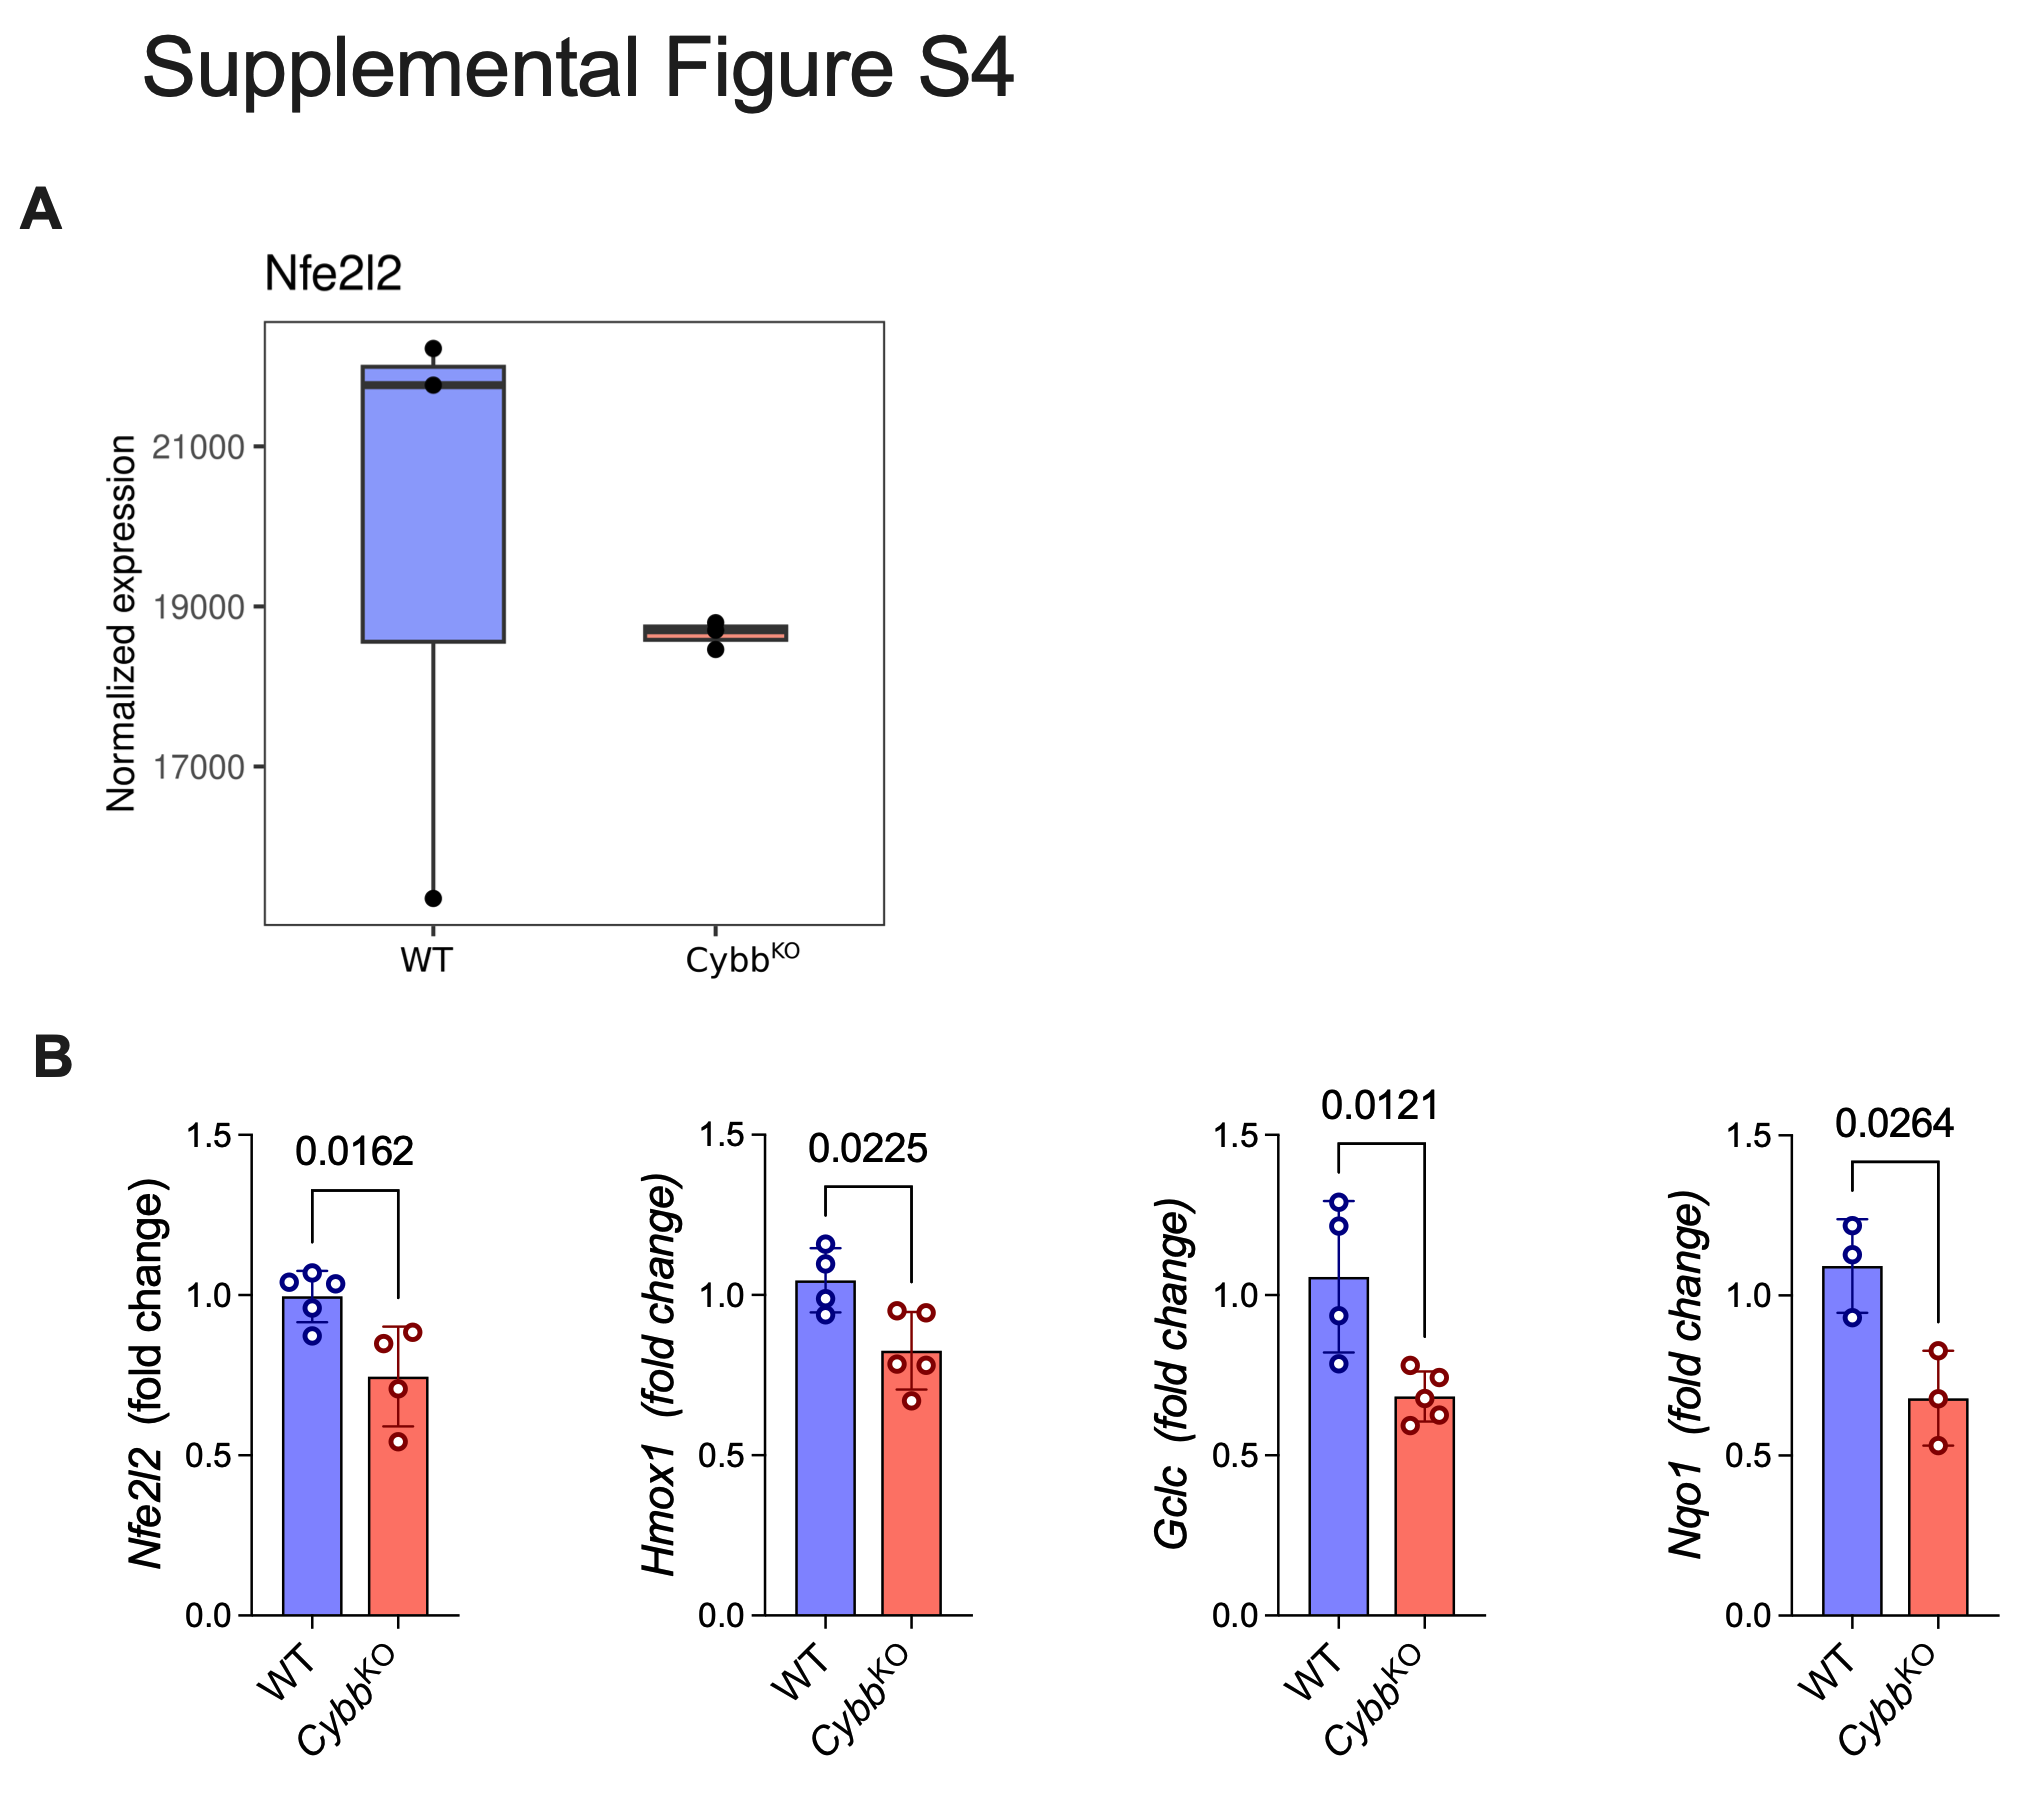
**

**Supplemental Figure S3:** Gene expression was measured on Day 8 after ligature placement in the gingival tissues of wildtype and *Cybb^KO^* mice by RNA-seq (A) or qPCR (B). Statistical differences were determined by t-test.

**REFERENCES:**

1. Hall M, Beiko RG. 16S rRNA Gene Analysis with QIIME2. *Methods Mol Biol*. 2018;1849:113-129.

2. Callahan BJ, McMurdie PJ, Rosen MJ, Han AW, Johnson AJ, Holmes SP. DADA2: High-resolution sample inference from Illumina amplicon data. *Nat Methods*. 2016;13(7):581-583.

3. DeSantis TZ, Hugenholtz P, Larsen N, et al. Greengenes, a chimera-checked 16S rRNA gene database and workbench compatible with ARB. *Appl Environ Microbiol*. 2006;72(7):5069-5072.

4. Willis AD. Rarefaction, Alpha Diversity, and Statistics. *Front Microbiol*. 2019;10:2407.

5. Segata N, Izard J, Waldron L, et al. Metagenomic biomarker discovery and explanation. *Genome Biol*. 2011;12(6):R60.

6. Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21.

7. Wang L, Wang S, Li W. RSeQC: quality control of RNA-seq experiments. *Bioinformatics*. 2012;28(16):2184-2185.

8. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. 2014;30(7):923-930.

9. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.

10. Korotkevich G SV, Budin N, Shpak B, Artyomov MN, Sergushichev A. Fast gene set enrichment analysis. *bioRxiv*. 2019.

11. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics*. 2011;27(12):1739-1740.

How the deposited data were processed for this re-analysis (not part of the article)

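Gingival tissue was measured by RNA-seq in 12 libraries in 4 groups of 3: WT ligated, CybbKO ligated, WT naive and CybbKO naive. Each library was assigned to its group from the sample labels. The authors deposited raw counts, the number of reads they counted on each gene, with no normalization. According to the methods the libraries were stranded mRNA libraries, the reads were aligned with STAR to GRCm38, and featureCounts counted them by strand, while the deposited table is named after htseq. Total counts per library ran from 27958819 to 42613423, and edgeR's TMM factors from 0.918 to 1.08. Between 16373 and 16813 genes per library had at least 1 count. At these totals the spread between libraries, with a biological coefficient of variation of 0.240, limits the precision of most genes more than counting does. The table held 21965 genes, nearly all nuclear and protein-coding, and 0 mitochondrially encoded genes. Symbols and positions came from GENCODE mouse release M21 on GRCm38 for 21939 genes, and 26 were not matched.

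Differential expression was computed in R 4.3.3 with edgeR 4.0.16, in a joint quasi-likelihood fit of the 12 libraries with 1 mean per group. Genes were kept by edgeR's filterByExpr, which left 15046. The contrasts were the libraries labelled CybbKO against WT in ligated and in naive tissue, the difference between these, and ligated against naive tissue within each genotype. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes with an adjusted p under 0.05 are named as called. DESeq2, which the paper's methods name, was run as an alternative (version 1.42.0, Wald test). The paper's text does not name which libraries were fitted together. Single genes were also compared by exact two-sided permutation tests. Gene sets were tested with fgsea 1.28.0 on the mouse Reactome sets it ships, of 15 to 500 genes. The methods name the canonical pathways of MSigDB, which were not used here. The 20 gene lists were tested with camera and fry in limma 3.58.1, adjusted over the 20 lists. They cover neutrophil granule, neutrophil identity, monocyte and macrophage, T and NK cell, B and plasma cell, oral epithelium, fibroblast, endothelium, skeletal muscle, salivary gland, motile cilium, osteoblast and bone, osteoclast, tooth, interferon response, Nrf2 target, HIF-1 target and sex genes, nuclear-encoded oxidative phosphorylation and mitochondrial ribosome. Tables and figures were made in Python 3.11.15.

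The comparisons, the lists, the alternatives and the rule for naming genes were set before the data were examined. The rule covers every gene the paper's text names for these tissues, the labels of Fig. 2A and Fig. S1C, the called genes where few were called, Xist and Y chromosome genes, and the 3 most abundant genes of each list. The text departs from it in printing only some of these abundant list genes, a choice made after their values were seen. Xist has no entry in the count table. The values of the labelled genes in the figures had been seen. The alternatives were DESeq2, DESeq2's size factors in edgeR, scaling by library size only, no filter on low counts, a filter of at least 10 counts in every library, a robust fit, a fit of only the 6 libraries compared, the replicate number as a block, other rankings and tests of gene sets, and each library left out in turn. DESeq2 on only the 6 libraries compared, fry on the Reactome sets and all settings of the monocyte and macrophage change were added after seeing the data.

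The procedure was tested on simulated data for ligated CybbKO against WT, with 200 genes changed by known folds in each of 5 simulations. EdgeR recovered 48.0% of genes changed 2-fold and 86.8% of genes changed 4-fold, and 5.07% of its calls over 14947 genes were false. DESeq2 recovered 63.8% and 91.6%, and 21.0% of its calls over 14754 genes were false. This exceeded the limit set for the test. The DESeq2 step gave the values of a plain DESeq2 call, so the limit was replaced for DESeq2 by that comparison, after the result was seen. The simulated spread was edgeR's own, which favours edgeR. Camera and fry called the changed list in 5 of 5 simulations and 0 other lists, where no list was changed besides it, and fgsea called 0 of 700 Reactome sets. Each gene was simulated independently, so false calls that come from correlation between genes could not appear. In the real ligated libraries, splits other than the genotypes gave camera 4 to 13 lists and fgsea 11 to 75 sets.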

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

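Chosen only after the results were seen were the tests of the monocyte and macrophage change and the test of the gap between the genotypes' numbers of ligature genes. The other tests in this part were set beforehand.

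The paper reports no comparison of ligated with naive tissue by RNA-seq. EdgeR called 481 genes in WT, 348 higher and 133 lower in ligated tissue, and 2999 had an unadjusted p under 0.05. In the libraries labelled CybbKO it called 1954, 1497 higher and 457 lower, and 4172 had an unadjusted p under 0.05. The 2 comparisons shared 410 genes, all in the same direction. Library size differed between ligated and naive libraries, but after all libraries were thinned to 27958819 counts, 457 genes were called in WT and 1830 in the libraries labelled CybbKO. Salivary gland and muscle taken along in different amounts were tested by adding both lists' means as covariates. The median absolute log2 change of the called genes was then 1.34 in WT, against 1.30 without, and 1.22 in the libraries labelled CybbKO, against 1.26 without. Both technical explanations are thus argued against as the whole source. Neither count was matched by another split of the libraries (1 of 10 splits in each, the real one), but 10 splits cannot give a share under 0.1, so chance cannot be excluded in this way. The counts rest on single libraries to a large extent. In WT the count was 247 without WT ligated replicate 1, 110 without replicate 2, 120 without replicate 3, 113 without WT naive replicate 1, 27 without replicate 2 and 737 without replicate 3. In the libraries labelled CybbKO it was 837, 2949 and 854 without ligated replicates 1, 2 and 3, and 1178, 1113 and 1148 without naive replicates 1, 2 and 3. An effect of the ligature itself stays open, as do differences of handling or batch between ligated and naive tissue, which were not tested.

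The larger number in the libraries labelled CybbKO does not show that the genotypes respond differently. The test of that difference called 0 genes in edgeR (342 at an unadjusted p under 0.05; 0 in DESeq2), and of 100 assignments of the libraries to genotypes drawn from 200, 35 gave a gap as large, so chance can explain it. Of the 1544 genes called in the libraries labelled CybbKO alone, 98.5% had the same sign in WT, where their median absolute change was 0.66 against 1.21. Among the 410 shared genes, 241 changed more in the libraries labelled CybbKO.

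Of the 20 gene lists, camera called 9 for a genotype difference that changed with the ligature, 5 higher and 4 lower, and fry called 1, the monocyte and macrophage list. Its genes averaged -0.20 between the libraries labelled CybbKO and WT in naive tissue and 0.61 in ligated tissue, a change of 0.81 on the log2 scale (camera adjusted p = 6.40e-14, fry adjusted p = 0.0487, over 14 genes). It stayed between 0.64 and 0.91 with each of the 12 libraries left out. Of 100 drawn assignments of libraries to genotypes, 1, the real one, gave a change as large, so chance assignment is argued against for this list taken alone. It was singled out of 20 lists after the results were seen, which this share does not allow for. With salivary gland and muscle as covariates the change was 0.77 (camera adjusted p = 1.58e-12), though the adjusted p from fry was then 0.142. A lower share of other tissue in ligated CybbKO samples, which raises every leukocyte list alike, cannot be told apart from a change in these cells. The T and NK cell list changed by 0.19 (fry adjusted p = 0.985), the neutrophil identity and granule lists by 0.86 and 0.67 (camera adjusted p = 1.03e-09 and 0.000532, fry adjusted p = 0.532 and 0.683), and the B and plasma cell list the other way, by -0.59 (camera adjusted p = 0.0278, fry adjusted p = 0.532). Beyond the B and plasma cell list the monocyte and macrophage list changed by 1.37, against a pooled SD of 0.27 within groups, and this was the only one of the 4 lists from which it separated in both states. That comparison was chosen after the results were seen, and the B and plasma cell list holds 7 genes that average under 1 CPM in every library, so it excludes nothing. Outside the leukocytes, camera also called fibroblast at 0.73 (adjusted p = 2.27e-05), interferon response at 1.04 (0.00150), skeletal muscle at -0.83 (0.00198), oxidative phosphorylation at -0.18 (1.62e-06) and mitochondrial ribosome at -0.07 (0.00361), each with a fry adjusted p of 0.683 or more. Less muscle RNA beside more fibroblast RNA is what a shift in tissue shares would also give. A biological change in monocytes and macrophages with the ligature therefore stays open as a hypothesis, as does a difference in what was dissected. The calls of the list in each state alone did not hold under fry.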

How the results depend on the processing

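The alternatives added after seeing the data were DESeq2 on only the 6 libraries compared, fry on the Reactome sets, and all settings of the monocyte and macrophage change. The tests chosen after the result was seen were the splits of the DESeq2 counts, of the gene lists and of the correlation, the simulation of false calls, and the correlation over the same genes in both tools.

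For ligated CybbKO against WT, edgeR called 1 gene in 6 of the settings besides the one reported, and 0 in a fit of only the 6 libraries compared, where 542 genes had an unadjusted p under 0.05. DESeq2 called 18 genes on 12 libraries and 75 on the 6 libraries. Over 2-fold, DESeq2 called 17 genes on 12 libraries and 56 on 6, and edgeR 1 on 12 libraries and 0 on 6. With each library left out in turn both counts ran from 0 (without WT ligated replicate 3) to 2 (without CybbKO ligated replicate 1). In naive tissue, DESeq2 called 2 genes on 12 libraries and 11 on 6, and every edgeR setting 1. The cause of the difference between the tools was examined by simulating libraries with no changed gene, 20 times. With edgeR's gene-wise spread, DESeq2 on 12 libraries made a median of 7.5 false calls, from 1 to 19, and on 6 libraries a median of 24, from 9 to 37, while edgeR made 0 to 1. With the spread taken from the trend, DESeq2 made at most 8 on 12 libraries and 3 on 6. A part of the 18 calls may be false calls of DESeq2 at this spread, and how large a part cannot be told apart from these simulations. The number of simulations was raised after a first run of 5. Of 10 splits of the ligated libraries, 3 gave DESeq2 as many calls, and 2 gave edgeR 1 or more, so chance cannot be excluded for these counts. In naive tissue 1 of 10 splits, the real one, gave edgeR 1 or more, the smallest share that 10 splits allow, so the splits decide nothing there. Cybb itself was called in naive tissue in 16 of 16 settings. Cybb in ligated tissue was called in 14 of 16 settings, and not by edgeR on the 6 libraries alone (adjusted p = 0.233) or without WT ligated replicate 3 (adjusted p = 0.0540).

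The genotype difference changing with the ligature gave 0 calls in each setting but 1, with 1 gene without WT naive replicate 2, and 100 of 100 drawn assignments of libraries reached the observed 0, which any count does, so they decide nothing. Genes changed by the ligature in WT numbered 1372 with DESeq2, and 27 to 737 with each library left out. Scaling by library size only moved the median of all genes in WT by 0.11 and gave 545 calls, 477 higher and 68 lower, against 348 higher and 133 lower. In the libraries labelled CybbKO the count was 837 to 2949 with each library left out, 2802 with DESeq2, and 1931 by library size only, 1666 higher and 265 lower.

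Replicate numbers did not pair the libraries. The 18 correlations between same-numbered libraries of different groups ran from -0.228 to 0.277, and 2 of them were over 0.1. With the replicate block, 271 genes were called by the ligature in WT and 1573 in the libraries labelled CybbKO, and 1 gene in ligated and 1 in naive tissue between the genotypes.

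For Reactome sets in ligated tissue, fgsea called 103 by the signed root of F, 118 with at least 10 counts in every library, and 33 to 61 with each library left out. Camera called 64 and fry 0, with 34 sets at an unadjusted p under 0.05. In naive tissue the signed root of F gave 146, fry 0 (4 at an unadjusted p under 0.05; camera 86), and leaving out a library 10 to 103, with 10 without WT naive replicate 3, 13 without CybbKO naive replicate 3 and 49 without WT naive replicate 2. As many sets as observed came from 5 of 10 splits in ligated and 2 of 10 in naive tissue. Of the 20 lists, camera called 9 in ligated tissue (5 to 13 with a library left out, 5 without CybbKO ligated replicate 3) and 10 in naive tissue (5 to 10, 5 without CybbKO naive replicate 3). Fry called 0 in either, with 3 and 1 at an unadjusted p under 0.05. As many lists came from 7 of 10 splits in ligated and 1 of 10 in naive tissue. Chance cannot be excluded for any of these counts.

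The correlation across genes of the genotype effect with the ligature response in WT was 0.0972 and reversed to -0.205 with DESeq2's fold changes over 18161 genes. Over the 15046 genes that edgeR kept, DESeq2's fold changes gave 0.0831, and over the other 3115 genes, of low counts, -0.386, so the reversal came from the genes that the filter removes and not from the tool. It ran from -0.0720 to 0.217 with each library left out. The rank correlation, 0.0496, was -0.0576 with DESeq2 and ran from -0.105 to 0.3005. As high a correlation came from 2 of 10 splits, so chance cannot be excluded. The cause of the changes with single libraries was not tested.

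Directions that reversed with 1 library left out, the cause of which was not tested, were the following, each with its lowest and highest value. Among log2 fold changes in ligated tissue, Nfe2l2 ran from -0.23 to 0.00035, Hif1a from -0.18 to 0.53, Cxcl1 from -0.081 to 1.40 and Tnfrsf11b from -0.21 to 0.79. The scores of The citric acid TCA cycle and respiratory electron transport ran from -2.18 to 0.80 and of Respiratory electron transport from -2.20 to 0.79, positive only without WT ligated replicate 3. Mean log2 fold changes of ligated lists ran from -0.073 to 0.21 for B and plasma cell, 0.064 to 0.55 for fibroblast, -0.89 to 0.10 for skeletal muscle, -0.34 to 0.70 for salivary gland, 0.12 to 0.26 for motile cilium, -1.06 to 0.35 for osteoblast and bone, -0.022 to 0.84 for osteoclast, -0.27 to 0.17 for tooth, 0.011 to 0.089 for Nrf2 target, -0.40 to 0.14 for sex genes and -0.22 to 0.054 for oxidative phosphorylation, where the direction that reversed is camera's and can differ from that of the mean. In naive tissue the score of Signaling by Interleukins, -0.48, was 0.70 by the signed root of F and 0.65 with at least 10 counts in every library, and ran from -0.83 to 0.83. Signaling by GPCR ran from -1.41 to 1.09 and Innate Immune System from -1.03 to 0.85. Naive lists ran from -0.19 to 0.042 for oral epithelium, -0.078 to 0.19 for endothelium, -1.37 to 0.78 for salivary gland and -0.026 to 0.059 for mitochondrial ribosome. The mean also changed sign, without a reversal of camera's direction, for the mitochondrial ribosome list in ligated tissue (-0.094 to 0.011) and the neutrophil granule list in naive tissue (-0.087 to 0.42).

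Over all single genes, sets and lists, 836 values under an alternative kept their direction and their side of the threshold, 61 passed it only under the alternative, 70 passed it no longer and 48 reversed.

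At the depth of these libraries, Il6 and Tnfsf11 stayed below 11 CPM in every library, so counting noise adds to the spread between libraries for these 2 genes.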

Differences from the paper's values

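For the scores of Fig. 2E, the alternatives set before the data were examined were another ranking (DESeq2's fold changes, the signed root of F), a stricter filter, the replicate block and each library left out. The gene sets used here are the Reactome sets shipped with fgsea, and the methods name the canonical pathways of MSigDB. Interferon Signaling had a normalized enrichment score of 2.12, where the paper's value is about 2.6 in Fig. 2E, read by eye. The signed root of F gave 2.62, within the paper's value, and the other alternatives did not reach it. Signaling by Interleukins had a score of 1.68 and the paper's is about 2.4 in Fig. 2E, read by eye. Signaling by GPCR had 1.74 and the paper's is about 2.1 in Fig. 2E, read by eye. Extracellular matrix organization had 1.64 and the paper's is about 2.3 in Fig. 2E, read by eye. For these 3 sets every alternative still differed. The citric acid TCA cycle and respiratory electron transport had -1.52, the paper's is about -2.3 in Fig. 2E, read by eye, and the signed root of F gave -2.25, the only alternative within the paper's value.

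The log2 fold changes read by eye for 9 genes labelled in Fig. 2A, and for the 2 labelled in Fig. S1C, match the values computed here.

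The paper states that ligated tissue had many more differentially expressed genes between the genotypes than naive tissue. EdgeR called 1 gene in each, both times Cybb. DESeq2 on all 12 libraries, set before the data were examined, called 18 in ligated and 2 in naive tissue, among them all 12 labels of Fig. 2A. DESeq2 on the 6 libraries of each comparison, chosen after seeing the values, called 75 and 11.

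For naive tissue the paper states that no gene changed significantly. Cybb was called in naive tissue by edgeR and DESeq2, with a log2 fold change of 3.24, and Ankk1 by DESeq2 alone. Fig. S1C itself labels both genes.

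Cybb was higher in the libraries labelled CybbKO in both states, at 57.0 against 12.1 CPM in ligated tissue, where the paper describes mice without functional Nox2. Fig. 2A also places Cybb on the higher side.

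The paper states that Il1b, Il6 and Tnfsf11 were higher in ligated CybbKO tissue by qPCR and that RNA-seq gave the same. All 3 were higher in the libraries labelled CybbKO here, by log2 fold changes of 1.44, 2.04 and 1.56, and no setting of edgeR or DESeq2 called any of them.

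The paper states that Nfe2l2 was reduced in ligated CybbKO tissue by RNA-seq, and that qPCR gave the same. Here its log2 fold change was -0.08 with a standard error of 0.18, and no setting called it. For Hmox1, Nqo1 and Gclc the paper reports diminished expression by qPCR. In the RNA-seq their log2 fold changes were 0.37, -0.13 and 0.24, and no setting called any of them. The list of Nrf2 target genes averaged 0.06 and was not called either.

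The paper states no difference in HIF-1α-regulated pathways. The list of HIF-1 target genes averaged 0.18 higher in ligated libraries labelled CybbKO and was called by camera (adjusted p = 0.000166), while fry did not call it (adjusted p = 0.669). The list's mean was 0.09 without WT ligated replicate 1 and 0.06 without CybbKO ligated replicate 3, not called by camera in either, and 0.32 without WT ligated replicate 3. So whether this differs from the paper's statement depends on the test and on single libraries.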

Other observations

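Of the tests in this part, those of the other division of the ligated libraries, of the tissue covariates on the lists and of the correlation over the same genes in both tools were chosen only after the results were seen. The others were set beforehand.

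The ligated libraries differed more along another division than between the genotypes. With WT ligated replicates 1 and 2 and CybbKO ligated replicate 2 set against WT ligated replicate 3 and CybbKO ligated replicates 1 and 3, edgeR called 131 genes and DESeq2 665, against 1 and 18 between the genotypes. No label or method given here marks this division, and no explanation of it was tested. The first component of the 12 libraries held 44.0% of the variance and the second 16.8%. On the first, naive libraries lay between 20.5 and 44.9. WT ligated replicates 1 and 2 and CybbKO ligated replicate 2 lay between -31.6 and -16.6. WT ligated replicate 3 and CybbKO ligated replicates 1 and 3 lay farther from naive tissue, between -61.0 and -36.6. The division thus runs along the axis that also parts ligated from naive libraries.

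Library size does not separate the ligated genotypes, since 1 of the 3 ligated libraries labelled CybbKO had a total above every ligated WT library. Ddx3y had a lowest value of 46.4 CPM in the 6 ligated libraries, so each holds tissue of males and none is of females alone. The methods used both sexes, and Xist has no entry. Tissue of females mixed into a library can therefore not be excluded in this way. Eif2s3y had 96.4 ± 1.83 CPM (SD, n = 3) in ligated WT and 83.9 ± 42.2 CPM (SD, n = 3) in ligated libraries labelled CybbKO. Kdm5d, Uty and Eif2s3y had log2 fold changes of 0.00031, -0.06 and -0.20 between the ligated genotypes (standard errors 0.19, 0.25 and 0.27). The sex list averaged -0.09 (camera adjusted p = 0.240).

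Neutrophil identity genes rose beyond monocyte and macrophage genes in ligated tissue. The neutrophil list minus the monocyte list was -2.11 to -0.91 in WT and -0.82 to -0.52 in the libraries labelled CybbKO. The difference was 0.86 against an SD of 0.60 within WT, and it rests in part on WT ligated replicate 1, at -2.11. This difference argues against a lower share of the other tissue, which would raise every leukocyte list alike, as the whole source. In naive tissue the neutrophil identity list was also higher (0.53) and the monocyte and macrophage list lower (-0.20). A gap between these lists was thus not particular to ligated tissue, though the naive libraries overlapped. More neutrophils and more RNA per neutrophil stay open, and were not tested apart. In naive tissue too the neutrophil identity list was higher, at 0.53 (camera adjusted p = 0.00381, fry adjusted p = 0.740). The monocyte and macrophage list was lower there, at -0.20 (camera adjusted p = 0.000125, fry adjusted p = 0.689). A separation in this direction was thus not particular to ligated tissue. Asprv1, a gene of the neutrophil identity list that was abundant in naive WT tissue as well (1698 CPM), was flat, at 1267 CPM in ligated WT and 1274 CPM in ligated libraries labelled CybbKO. The next most abundant genes of the list, Slfn4 and Csf3r, had 5.67 and 7.30 CPM in naive WT. At its level Asprv1 need not report on neutrophils, so its flat value says little about them. Ltf, of the granule list, had 382 and 287 CPM.

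The rise of interferon response genes may rest in good part on CybbKO ligated replicate 2. Without it the mean log2 fold change was 0.85, against 1.47 with all libraries and 1.23 to 1.78 with another ligated library left out. The list was still called by camera without it (adjusted p = 2.12e-06, in a range of 3.57e-23 to 0.283 over its settings).

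Nuclear-encoded oxidative phosphorylation genes were lower in ligated libraries labelled CybbKO by -0.07. Less skeletal muscle in these dissections is a candidate explanation, since the muscle list averaged -0.22, although that list was not called (camera adjusted p = 0.298) and was positive without WT ligated replicate 3 (0.10) or CybbKO ligated replicate 3 (0.03). With muscle and salivary gland as covariates the difference was -0.04 (camera adjusted p = 0.0251, fry adjusted p = 0.804). A gene length trend is argued against, since the camera p of the list was 0.000604 after its removal, with Bonferroni correction over the lists.

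The genotype effect in ligated tissue correlated with the ligature response in WT at 0.0972 across genes, which are not independent replicates. Both contrasts share the ligated WT libraries, and 100 simulations without a genotype effect gave at most -0.194. With the response taken from the libraries labelled CybbKO it was 0.509, and the simulations gave at most 0.264. The ligated WT libraries enter the 2 contrasts of the first correlation with opposite signs, so sharing lowers it and would not by itself give a positive value. The sign of the first correlation did not hold, since it ran from -0.0720 to 0.217 with each library left out. Its lowest value was still above the highest simulated one, -0.194. The simulations drew each gene independently, so they lack the variation that genes of 1 library share. They therefore cannot decide whether sharing alone is its source. As high a first correlation came from 2 of 10 splits, so chance is not excluded for it. The second correlation is raised by the sharing of the ligated libraries labelled CybbKO. It lay above all 100 simulated values, which ran from 0.204 to 0.264. Because the simulated genes were independent, this cannot decide whether sharing alone is its whole source. Splits of the libraries were not tested for the second correlation, so chance stays open for it. DESeq2's fold changes of the same 15046 genes gave 0.0831 and 0.531. The genotype effects in ligated and naive tissue had a Pearson correlation of 0.0623 and a Spearman correlation of -0.0303.

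Genes within 10 Mb of Cybb were tested for flanking DNA of another mouse strain, which could differ between the genotypes around a targeted gene. Of 59 such genes 0 had an unadjusted p under 0.05 over both states in edgeR, against 369 of 14986 others (2.46%; Fisher's exact test, two-sided, p = 0.406). An excess of changed genes near Cybb was thus not found. Over both states edgeR called 1 gene, Cybb, and 370 had an unadjusted p under 0.05.

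The paper measured Hmox1, Nqo1 and Gclc by qPCR. It reports their expression as diminished in inflamed CybbKO gingiva and reads this as broadly suppressed Nrf2 activity. In the RNA-seq of ligated tissue their log2 fold changes between the libraries labelled CybbKO and WT were 0.37, -0.13 and 0.24. Standard errors were 0.24, 0.20 and 0.19, and edgeR's adjusted p-values over the list alone 0.364, 0.635 and 0.450. With each library left out Hmox1 ran from 0.23 to 0.49, Nqo1 from -0.28 to -0.02 and Gclc from 0.10 to 0.32. The list of 29 Nrf2 target genes averaged 0.06 (camera adjusted p = 0.784).

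The remaining genes of the 15 named in the paper's text were Csf1, Csf3, Tnf and Cxcl1. The paper measured CXCL1 and granulocyte colony-stimulating factor (Csf3) as serum proteins, and Tnf in peritoneal and bone marrow neutrophils. Csf1 is listed among its qPCR probes. Its text gives no gingival result for these genes. In the RNA-seq of ligated tissue the log2 fold changes of Csf1, Csf3, Tnf and Cxcl1 were 0.55, 0.57, 0.45 and 0.35, with standard errors of 0.24, 0.65, 0.39 and 0.64. The unadjusted p from edgeR's quasi-likelihood test was 0.0442, 0.402, 0.270 and 0.593, and the adjusted p was 0.9999 for each. Csf3 was 0.14 without WT ligated replicate 1, 0.34 without WT ligated replicate 2 and 1.56 without WT ligated replicate 3, and Tnf was 0.09 without WT ligated replicate 1 and 1.05 without WT ligated replicate 3. With each library left out Csf1 ran from 0.43 to 0.74 and Cxcl1 from -0.081 to 1.40. The remaining labels of Fig. 2A were Lpo, Acod1, Igsf6, Apol8, Kng2, Ifi213 and Gbp5, of which Igsf6 rose from 3.74 to 8.61 CPM. The log2 fold changes of the other 6, in this order, were 2.53, 1.85, 1.73, 2.34, 1.83 and 2.16, with standard errors of 0.67, 0.44, 0.40, 0.43, 0.34 and 0.53. The adjusted p from edgeR was 0.644 for Kng2 and Ifi213, 0.9999 for Lpo and 0.996 for the others, and from DESeq2, for all 7 in order, it was 0.0486, 0.0250, 0.0164, 0.0213, 0.0135, 0.00758 and 0.0213. Lpo had 5.77, 3.29 and 31.8 CPM in the ligated libraries labelled CybbKO, and its log2 fold change was 0.94 without replicate 3 of these.

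The other lists were not called by camera in ligated tissue. Means were -0.08 for oral epithelium (adjusted p = 0.0617), 0.28 for fibroblast (0.0757), -0.05 for B and plasma cell (0.789; median 0.00), 0.22 for motile cilium (0.848), -0.08 for osteoblast and bone (0.690), 0.26 for osteoclast (0.197) and -0.06 for tooth (0.789). Salivary gland genes averaged -0.07 while camera's direction was higher (0.778), and in naive tissue -0.98 with camera's direction again higher (0.392). Muc5b, a gland gene, ran from 55.6 to 28943 CPM among the naive WT libraries, so RNA of this gene differed widely between libraries of 1 group.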
